# Angiogenic potential of skeletal muscle derived extracellular vesicles differs between oxidative and glycolytic muscle tissue in mice

**DOI:** 10.1038/s41598-023-45787-9

**Published:** 2023-11-02

**Authors:** Christopher K. Kargl, Zhihao Jia, Deborah A. Shera, Brian P. Sullivan, Lundon C. Burton, Kun Ho Kim, Yaohui Nie, Monica J. Hubal, Jonathan H. Shannahan, Shihuan Kuang, Timothy P. Gavin

**Keywords:** Physiology, Cell biology

## Abstract

Skeletal muscle fibers regulate surrounding endothelial cells (EC) via secretion of numerous angiogenic factors, including extracellular vesicles (SkM-EV). Muscle fibers are broadly classified as oxidative (OXI) or glycolytic (GLY) depending on their metabolic characteristics. OXI fibers secrete more pro-angiogenic factors and have greater capillary densities than GLY fibers. OXI muscle secretes more EV than GLY, however it is unknown whether muscle metabolic characteristics regulate EV contents and signaling potential. EVs were isolated from primarily oxidative or glycolytic muscle tissue from mice. MicroRNA (miR) contents were determined and endothelial cells were treated with OXI- and GLY-EV to investigate angiogenic signaling potential. There were considerable differences in miR contents between OXI- and GLY-EV and pathway analysis identified that OXI-EV miR were predicted to positively regulate multiple endothelial-specific pathways, compared to GLY-EV. OXI-EV improved in vitro angiogenesis, which may have been mediated through nitric oxide synthase (NOS) related pathways, as treatment of endothelial cells with a non-selective NOS inhibitor abolished the angiogenic benefits of OXI-EV. This is the first report to show widespread differences in miR contents between SkM-EV isolated from metabolically different muscle tissue and the first to demonstrate that oxidative muscle tissue secretes EV with greater angiogenic signaling potential than glycolytic muscle tissue.

## Introduction

Skeletal muscle is a metabolically heterogeneous tissue comprised of different fiber phenotypes. Capillary networks surround muscle fibers, transporting oxygen and substrates to fuel metabolism. Muscle fiber capillary density is tightly regulated and largely reflective of muscle fiber size and metabolic capacity^1^. Oxidative muscle fibers generate ATP predominantly through oxidative phosphorylation, and thus are more oxygen-dependent and contain more mitochondria than predominantly glycolytic fibers. Consequently, oxidative fibers are more highly capillarized than glycolytic fibers, to ensure perfusion matches aerobic capacity^2^.

Skeletal muscle regulates its cellular environment through the secretion of various signaling molecules, known as myokines. Basal capillary density and angiogenic responses to exercise are influenced by intramuscular production and secretion of different pro- and anti-angiogenic myokines. Vascular endothelial growth factor (VEGF) is the most potent of these factors in dictating skeletal muscle capillarity and stimulating exercise-induced angiogenesis. Skeletal muscle VEGF production is vital for basal vascularization, is elevated following exercise and stimulates angiogenesis via induction of capillary hyperpermeability^1,3,4^. Many other factors regulate skeletal muscle angiogenesis and support vascular homeostasis, including: angiopoietin 1 (Ang 1), fibroblast growth factors (FGF), hypoxia-inducible factor-1α (HIF-1α), monocyte chemoattractant protein-1 (MCP-1), interleuken-8 (IL-8), and more^5,6^.

Pro-angiogenic factor expression is generally higher in oxidative fibers compared to glycolytic fibers, consistent with oxidative muscle having greater capillarization and exercise-induced angiogenesis^7,8^. Oxidative muscle produces more VEGF than glycolytic muscle at baseline and following acute exercise^9,10^. Many other angiogenic factors are also greater in oxidative muscle fibers including: HIF-1α, multiple FGFs; receptors for VEGF; MCP-1; and Ang 1, 2, and receptors for Ang^11–13^. Nitric oxide (NO) is an important factor for angiogenesis and endothelial homeostasis. Beyond its vasodilatory action, NO is an endothelial survival factor and coordinates with VEGF during angiogenesis^14–16^. Endothelial nitric oxide synthase (eNOS) and NO production are greater in capillary rich oxidative fibers compared to glycolytic fibers^17,18^.

Extracellular vesicles (EVs) are small membrane bound signaling factors that can biologically effect target cells. Skeletal muscle EVs (SkM-EV) may signal systemically at rest and following exercise^19–21^. However, the majority of SkM-EVs appear to remain in skeletal muscle^21–23^, likely regulating cells in the muscle niche. In vitro*,* SkM-EVs stimulate endothelial cell angiogenesis, potentially through the delivery of microRNAs (miR)^24^. In mice, myogenic cell-derived EVs are taken in by skeletal muscle capillary endothelial cells and are associated with altered gene expression patterns following muscle overload^25^. Skeletal muscle capillary density is proportional to SkM-EV release in mice^24^ suggesting that EVs may regulate muscle capillary endothelial cells. While EV content and signaling effects are generally reflective of the properties of their origin cell^26^, it is unknown whether the content and angiogenic properties of SkM-EVs are regulated by muscle fiber type. Recently we demonstrated that overexpression of peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α) in skeletal muscle myotubes enhances the angiogenic properties of myotube-derived EVs^27^. PGC-1α regulates mitochondrial biogenesis and the oxidative phenotype following exercise training. The purpose of the current study was to determine if SkM-EV contents and signaling potential differ between primarily oxidative and glycolytic muscle. We hypothesized that oxidative compared to glycolytic muscle secretes: (1) EVs with greater pro-angiogenic miR content; and (2) EVs with a greater angiogenic response in vitro.

## Results

### Oxidative muscle tissue secretes more EVs than glycolytic muscle tissue

Extracellular vesicles were isolated from primarily oxidative and primarily glycolytic skeletal muscle tissue from mice. A representative image of the isolated muscle and a schematic of the isolation process are in Fig. 1A. Electron microscopy confirmed the presence of small (< 200 nm), circular EVs isolated from oxidative and glycolytic muscle (Fig. 1B; OXI- top images; GLY- bottom images). Additionally, OXI- and GLY-EVs contained robust levels of the EV markers ALIX, clathrin and CD63 and contained no trace of a negative control, cytochrome c (Fig. 1C). When normalized to muscle mass, oxidative muscle secreted 51% more EVs than glycolytic muscle as measured by total EV protein (Fig. 1D). In addition, Nanosight analysis revealed oxidative muscle secreted 106% and 94% more EV sized particles than glycolytic muscle per mass in the 30–200 and 30–1000 nm size ranges, respectively (Fig. 1E). There were no differences in particle mean sizes between the two groups (Fig. 1F).

**Figure 1:**
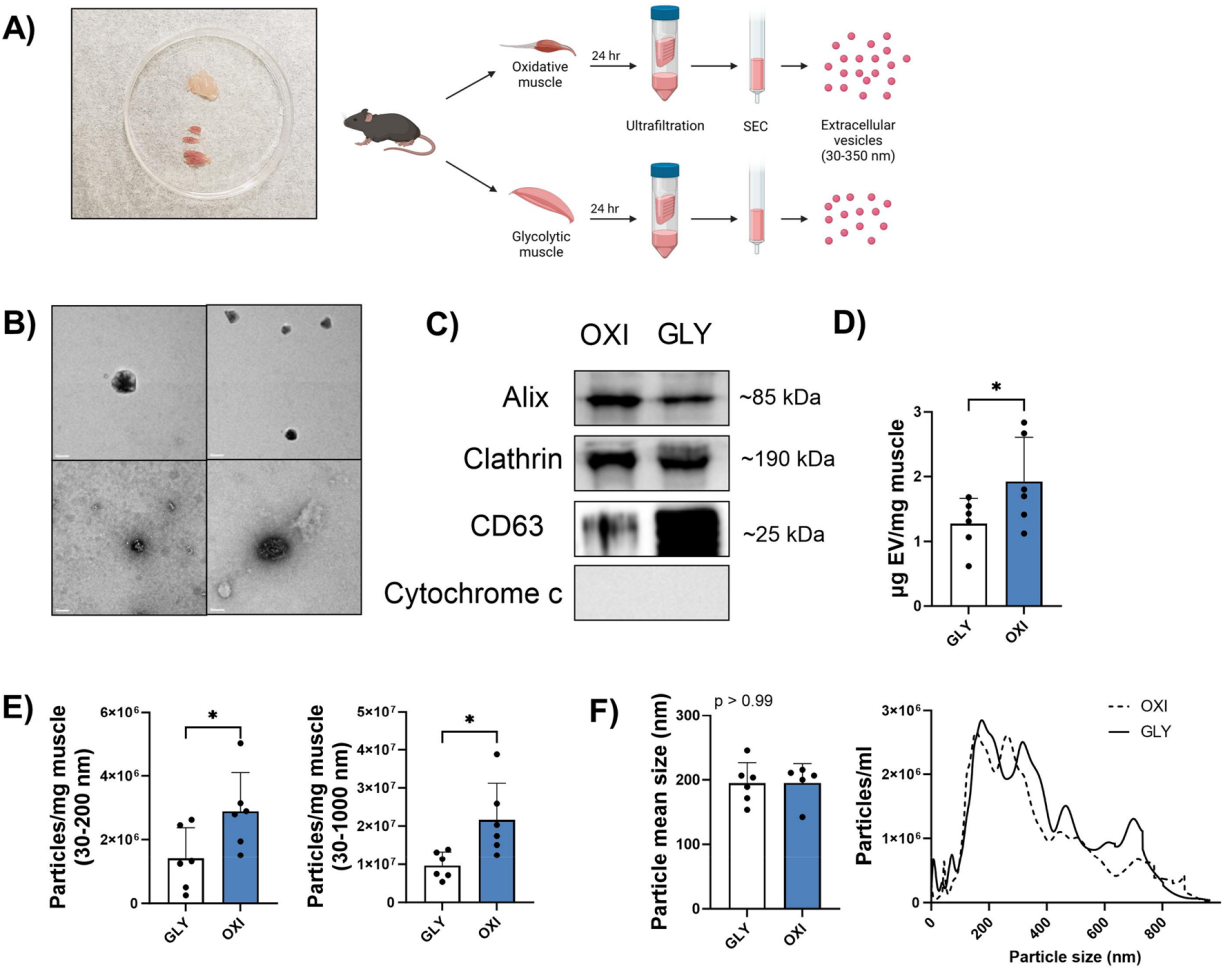
Oxidative muscle secretes more EVs than glycolytic. Representative image of oxidative (OXI) andglycolytic (GLY) muscle groups and schematic of EV isolation protocol (**A**). Transmission electron microscope (TEM) images of OXI- (top panels) and GLY- (bottom) (**B**). Representative western blotting images of EV markers ALIX, clathrin, and CD63 and the negative control cytochrome c; blot images have been cropped to display the bands of interest, full blot images are displayed in supplementary materials (**C**). EV release as measured by total protein concentration, normalized to muscle mass (**D**). EV concentration as measured by nanosight particle analysis at 30–200 nm and 30–1000 nm size ranges (**E**). Mean particle size and representative size distribution graph as measured by nanosight analysis (**F**). Statistical results are the output of paired Student’s t-tests. Mean + SD. *n* = 6 mice/group. Scale bar, 50 nm.

### miR content differs between oxidative and glycolytic muscle-derived EVs

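EVs, the membrane vesicles that cells release, were collected from the medium of oxidative muscle (OXI-EV, soleus with the red gastrocnemius) and glycolytic muscle (GLY-EV, whole quadriceps) of male C57BL/6J mice, and the small RNA of 4 preparations per group was sequenced. The library kit marks each molecule with a unique molecular identifier. The authors' table of read classes gave 13532484 to 15324186 total reads per OXI-EV library (median 14219950) and 13619667 to 17122593 per GLY-EV library (median 14533203). Of these, 4151145 to 4867396 reads in OXI-EV and 5179262 to 7197716 in GLY-EV were mapped. The authors' count table held raw counts of 1755 miRs and 72 piRNAs. Its miR counts summed to 348730 to 572106 per OXI-EV library and 587068 to 1004011 per GLY-EV library, with 3.14 to 4.69 and 2.63 to 4.94 miR reads per count. The lowest of these ratios was that of GLY-EV replicate 4, whose miR counts per mapped read were the highest of the 8 libraries. The miR counts were tested with edgeR's quasi-likelihood test, with the mapped reads as library size, for the 1569 miRs with at least 10 counts in at least 4 of the 8 libraries. The test, this scale, the lists of miRs below and the rule for the miRs named were set before the data were examined. Adjusted p-values are from the Benjamini-Hochberg method over these miRs, log2 fold changes are OXI-EV minus GLY-EV, and levels are counts per 1000000 mapped reads (CPM). TMM scaling takes most miRs as equal. Scaling to mapped reads keeps only part of a difference in the total amount of miR, because mapped reads include the miR reads. GLY-EV libraries had on average 1742035 more mapped reads than OXI-EV libraries, and 1514351 more miR reads. The median log2 fold change of all miRs tested was 0.48 when scaled to mapped reads, 0.09 with TMM and 0.98 when scaled to the total miR count. The paper's text does not say whether equal replicate numbers in the groups came from the same mouse, and no pairing was used. For EV release the paper used paired t-tests, so the libraries may be paired as well.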

Small RNA sequencing was performed on isolated EV RNA to determine if EV contents differed by muscle type. Analysis of OXI- and GLY-EV miR sequencing data identified that both groups contained at least a single read of 1,757 different miRs and 297 miRs were significantly different between OXI- and GLY-EVs. Additionally, GLY-EV RNA contained 92% more miR reads than OXI-EVs, despite no difference in total number of RNA reads between the groups (supporting file 1). 

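All 1755 miRs of the count table had at least 1 count in both groups. Of the 1569 tested, 29 differed between OXI-EV and GLY-EV at an adjusted p under 0.05, 1 higher and 28 lower in OXI-EV. The higher miR was miR-206-3p, and the lower miRs included other myomiRs, miRs of the let-7 family and miR-378a-3p, whose gene lies within the metabolic regulator Ppargc1b. Each of the 29 had a mean count of at least 100, as had 129 of the 1569 tested, and the groups did not overlap for any of them. The median log2 fold change of these 129 abundant miRs was -1.12. Members lower in OXI-EV are thus not by themselves a trait of any list of miRs given below. Groups did not overlap for 8.22% of all miRs tested, against 2.86% by chance. At an unadjusted p under 0.05, 227 miRs differed, 142 higher and 85 lower in OXI-EV; there were 244 with TMM scaling, of which 58.6% were lower, and 732 scaled to the total miR count, 662 higher and 70 lower. TMM scaling gave 86 miRs past the adjusted threshold, 1 higher and 85 lower. Scaling to the total miR count gave 236, 188 higher and 48 lower, and to that total without miR-1a-3p and miR-206-3p 953, 911 higher and 42 lower, so that how many miRs are past the threshold, and how many of these are higher in OXI-EV, depends on the scale. On the mapped-read scale other tools gave 86, 27 higher and 59 lower (DESeq2), and 54, 17 higher and 37 lower (edgeR's likelihood ratio test), so miR-206-3p was not the only miR higher in OXI-EV with these. A block by replicate number gave 42, 6 higher and 36 lower, and a block by preparation number 32, 3 higher and 29 lower, with 26 of the 29 among them. By the labels each group has 1 preparation number that the other lacks. Replicate 2 joins these unlike numbers, and the preparation block compares the groups within the shared numbers alone. With no block and the quasi-likelihood test the number was 16, 11 and 10 without OXI-EV replicate 1, 2 or 3, and 18 and 15 without GLY-EV replicate 1 or 2. All 29 kept their direction without each library in turn, and 10 stayed past the threshold each time: let-7f-5p, miR-133a-3p, miR-16-5p, miR-196a-5p, miR-1a-3p, miR-1b-5p, miR-206-3p, miR-26a-5p, miR-486a-5p and miR-486b-5p.

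In the let-7 family, which restrains growth and promotes differentiation and whose members may share reads, 2 of 10 tested were lower in OXI-EV past the threshold (6 lower adjusted over the list alone, 6 lower over all miRs with TMM scaling). let-7f-5p fell by 2.00 on the log2 scale (standard error 0.30, adjusted p = 0.00359 from edgeR), and the log2 fold change of let-7a-5p was -1.45 (standard error 0.32, adjusted p = 0.0427), past the threshold in 2 of the 8 fits without 1 library. let-7b-5p had -0.25 (adjusted p = 0.661), a value that turned to 0.21 when scaled to the total miR count. Of miRs encoded in the Hox clusters, 1 of 7 tested were lower in OXI-EV past the threshold (2 lower adjusted over the list alone, 4 lower over all miRs with TMM scaling). In the miR-181 family, 2 of 4 tested were lower in OXI-EV past the threshold (2 lower adjusted over the list alone, 2 lower over all miRs with TMM scaling). Of the imprinted Dlk1-Dio3 cluster, 1 of 40 tested were lower in OXI-EV past the threshold (4 lower adjusted over the list alone, 6 lower over all miRs with TMM scaling); the member past it was miR-127-3p, with a log2 fold change of -2.34 (standard error 0.50, adjusted p = 0.0341) and -1.86 (adjusted p = 0.0403 from edgeR) without GLY-EV replicate 4; it was past the threshold in 3 of the 8 fits without 1 library (highest adjusted p = 0.107 from edgeR). In the miR-29 family, which targets collagen mRNAs, 0 of 3 tested were past the threshold with edgeR (3 lower and 0 higher in OXI-EV at an unadjusted p under 0.05, 3 lower and 0 higher adjusted over the list alone, 3 lower and 0 higher over all miRs with TMM scaling, 2 lower and 0 higher with DESeq2). In the miR-30 family, 0 of 5 tested were past the threshold with edgeR (3 lower and 0 higher in OXI-EV at an unadjusted p under 0.05, 3 lower and 0 higher adjusted over the list alone, 2 lower and 0 higher over all miRs with TMM scaling, 2 lower and 0 higher with DESeq2).

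**Figure D1:**
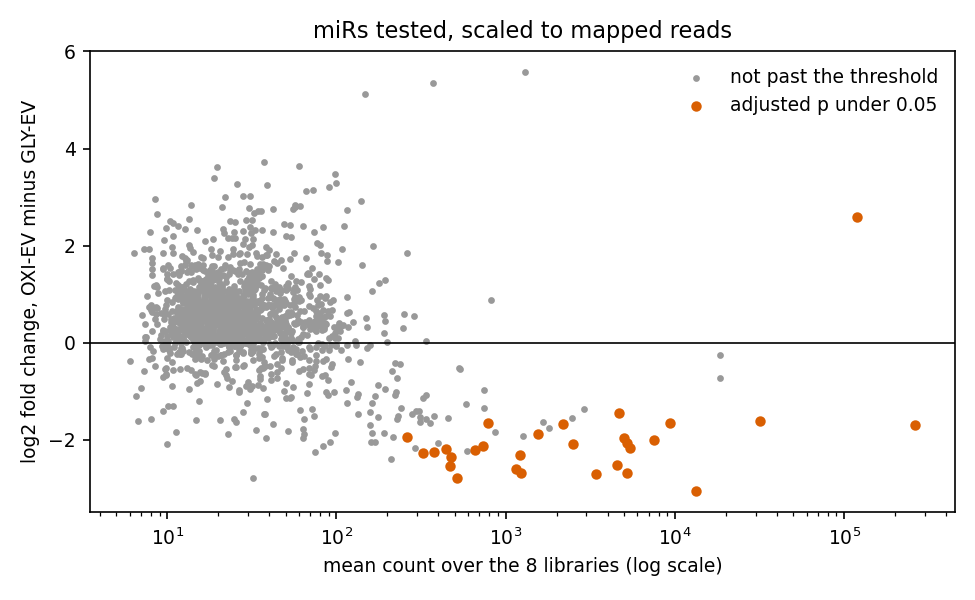
Log2 fold change of each miR tested (OXI-EV minus GLY-EV, scaled to mapped reads) against its mean count over the 8 libraries on a log axis. Orange points mark the 29 miRs past the adjusted threshold, 1 of them above 0; the miRs of low count centre above 0 on this scale and near 0 with TMM scaling.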

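GLY-EV libraries held more miR counts than OXI-EV libraries, 421045 ± 102687 in OXI-EV and 794245 ± 170722 in GLY-EV (mean ± SD, n = 4 each), which is 88.6% more. These are counts, not reads; reads of miRs were 1653994 ± 126232 in OXI-EV and 3168344 ± 533324 in GLY-EV, which is 91.6% more (exact two-sided permutation test, p = 0.0286). For the counts, every GLY-EV library was above every OXI-EV library (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). Total reads were 14324142 ± 818465 in OXI-EV and 14952166 ± 1655091 in GLY-EV (exact permutation test, p = 0.543), while mapped reads were 4509681 ± 320496 in OXI-EV and 6251715 ± 964019 in GLY-EV (exact permutation test, p = 0.0286). As a share of mapped reads, reads of miRs made up 36.7 ± 1.62% in OXI-EV and 50.6 ± 2.08% in GLY-EV (exact permutation test, p = 0.0457 adjusted over the 8 read classes). The share of tRNA went the other way, with 4.08 ± 0.818% in OXI-EV and 1.44 ± 0.302% in GLY-EV (exact permutation test, adjusted p = 0.0457). So did the share of mapped reads not characterized, 19.2 ± 3.31% in OXI-EV and 12.1 ± 2.51% in GLY-EV, and that of rRNA, 0.266 ± 0.0426% in OXI-EV and 0.198 ± 0.0140% in GLY-EV. The share of piRNA was 0.592 ± 0.0439% in OXI-EV and 0.684 ± 0.0376% in GLY-EV (adjusted p = 0.0457 for each of these 3, exact permutation test). These are shares of a common total, so more miR reads lower the other shares. In numbers of reads, tRNA in GLY-EV was 0.493 times that in OXI-EV (exact permutation test, p = 0.0286). The ratio was 0.860 for mapped reads not characterized (exact permutation test, p = 0.314) and 1.03 for rRNA. The lower rRNA share in GLY-EV was thus not a lower number of rRNA reads. The class of other RNA made up 38.2 ± 2.56% in OXI-EV and 34.0 ± 1.18% in GLY-EV (exact permutation test, adjusted p = 0.0762), and mRNA 0.884 ± 0.173% in OXI-EV and 0.872 ± 0.0434% in GLY-EV (exact permutation test, adjusted p = 0.971). Scaled to mapped reads, miR counts were 93017 ± 18471 CPM in OXI-EV and 130378 ± 42712 CPM in GLY-EV (exact permutation test, p = 0.143), with GLY-EV replicate 4 the highest. Mapped reads include the miR reads, so this scale takes away part of the difference.

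**Figure D2:**
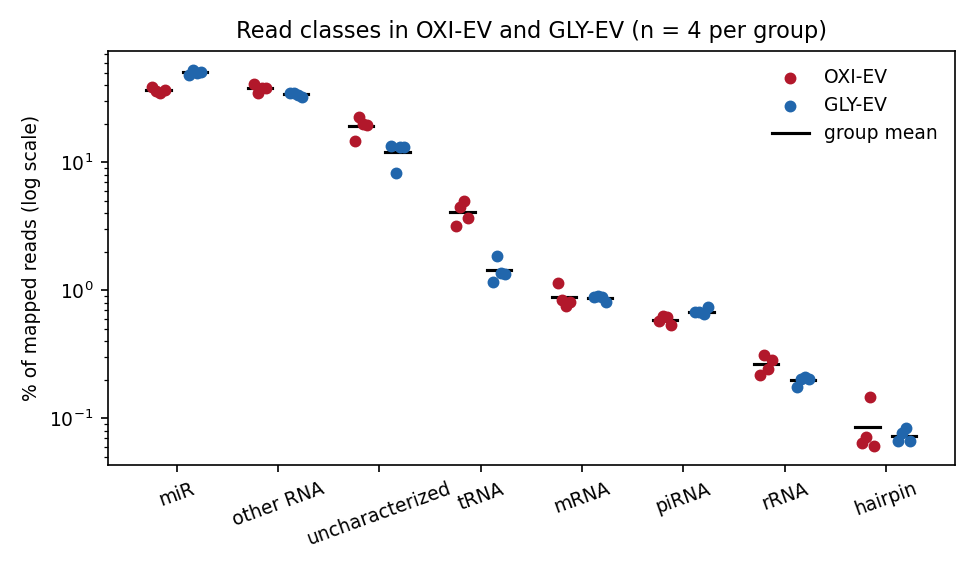
Share of each class of RNA among mapped reads, in percent on a log axis, for each library, with the group mean as a line. The 4 GLY-EV libraries lie above the 4 OXI-EV libraries for miR and below them for tRNA.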

The sequencing dataset is publicly available through the NCBI GEO database (Accession #: GSE216121). The top 30 differentially expressed miRs (Table 1) were run through Ingenuity Pathway Analysis (IPA). 

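Of the 30 entries of Table 1, 29 could be matched by name to a miR of the count table, and 28 of these were lower and 1 was higher in OXI-EV. Past the threshold were 23 on the mapped-read scale and 29 with TMM scaling; adjusted over the list alone, 28 were lower and 1 higher. The study chose the list on these libraries, so this is not independent evidence. miR-196a-5p, which lies in the Hox clusters and targets Hox mRNAs, was at 156 ± 45.6 CPM in OXI-EV and 1020 ± 324 CPM in GLY-EV (mean ± SD, 4 libraries each), with a log2 fold change of -2.70 (standard error 0.37, adjusted p = 0.00203) from edgeR. Its hairpins lie on chromosome 11 of GRCm38 from 96265164 to 96265265 and on chromosome 15 of GRCm38 from 102973350 to 102973434, the latter in an intron of Hoxc5. miR-26a-5p was at 244 ± 59.7 CPM in OXI-EV and 1560 ± 992 CPM in GLY-EV, with a log2 fold change of -2.68 (standard error 0.42, adjusted p = 0.00489), and -2.13 (adjusted p = 0.00254 from edgeR) without GLY-EV replicate 4, which stood above the other GLY-EV libraries. miR-100-5p, a regulator of mTOR signaling, had a log2 fold change of -2.78 (standard error 0.47, adjusted p = 0.00994), and miR-148a-3p of -2.53 (standard error 0.48, adjusted p = 0.0163). For miR-99a-5p, miR-101a-3p, miR-101b-3p, miR-125a-5p, miR-125b-5p and miR-26b-5p the log2 fold changes were -2.19, -2.13, -2.21, -1.68, -2.06 and -2.31; each was past the threshold in 2 to 4 of the 8 fits without 1 library. Without GLY-EV replicate 4, miR-26b-5p had -1.60 (adjusted p = 0.0762 from edgeR). miR-181a-5p and miR-181b-5p had -2.25 and -2.26, and neither was past the threshold when any 1 library was left out (highest adjusted p 0.113 from edgeR). Not past the threshold on the mapped-read scale, with log2 fold changes, were miR-196b-5p (-2.17, adjusted p = 0.0656), miR-29a-3p (-1.75, adjusted p = 0.0656), miR-101c (-2.04, adjusted p = 0.0794), miR-411-5p (-2.26, adjusted p = 0.0805), miR-434-3p (-2.07, adjusted p = 0.0920) and miR-27b-3p (-1.83, adjusted p = 0.0949).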

Using a conservative prediction filter (only miRs with experimentally confirmed or highly predictive targets), 3215 mRNAs were identified as targets. Using a p-value filter of p < 0.001, 148 targeted canonical pathways were identified in the dataset. The top 10 canonical pathways are in Table 2. Among the top 10 pathways, four were related to cancer (Glioblastoma, molecular mechanisms of cancer, Chronic Myeloid Leukemia, Pancreatic Adenocarcinoma), two to hepatic signaling (Hepatic Fibrosis, Hepatic Stellate Cell Activation), and four related to growth and cell cycle regulation (Senescence, PTEN, NGF, Cardiac Hypertrophy Signaling).

**Table 1:** Top 30 differentially expressed skeletal muscle extracellular vesicle miRs in oxidative and glycolytic muscle tissue.

Mature miR	Avg. raw counts		log2 fold change	p-value
	OXI-EV	GLY-EV		
mmu-196a-5p	707	6171	− 3.174	2.05E − 15
mmu-100-5p	100	928	− 3.251	6.79E − 15
mmu-26a-5p	1104	9280	− 3.055	2.38E − 13
mmu-148a-3p	109	829	− 2.962	4.068E − 13
mmu-486b-5p	1047	8095	− 2.970	8.183E − 12
mmu-486a-5p	248	2052	− 3.137	1.80E − 11
mmu-199a/199b-3p	743	4238	− 2.544	6.61E − 11
mmu-16-5p	1531	9355	− 2.712	1.492E − 10
mmu-127-3p	123	825	− 2.742	1.72E − 10
mmu-let-7f.-5p	2351	12,620	− 2.424	2.675E − 10
mmu-133a-3p	2316	24,425	− 3.279	3.88E − 10
mmu-181a-5p	102	647	− 2.710	6.95E − 10
mmu-101b-3p	182	1126	− 2.721	9.92E − 10
mmu-99a-5p	125	762	− 2.629	9.11E − 10
mmu-181b-5p	88	560	− 2.755	1.04E − 09
mmu-101a-3p	214	1253	− 2.618	1.126E − 09
mmu-196b-5p	84	500	− 2.641	1.51E − 09
mmu-143-3p	1585	8395	− 2.425	2.57E − 09
mmu-133b-3p	262	2197	− 2.994	4.06E − 09
mmu-125b-5p	1599	8755	− 2.419	6.58E − 09
mmu-26b-5p	329	2104	− 2.648	8.22E − 09
mmu-1a-3p	98,337	429,303	− 2.115	9.44E − 09
mmu-411-5p	20	130	− 2.737	2.51E − 08
mmu-101c	49	269	− 2.480	2.873E − 08
mmu-27b-3p	305	1418	− 2.192	3.62E − 08
mmu-434-3p	124	677	− 2.462	7.63E − 08
mmu-206-3p	194,581	44,127	2.090	1.24E − 07
mmu-29a-3p	652	2932	− 2.256	1.34E − 07
mmu-125a-5p	28	154	− 2.447	1.66E − 07
mmu-181-3p	828	3545	− 2.106	1.85E − 07

**Table 2:** Top 10 significant canonical pathways by p-value from Biological Pathway Analysis of the top 30 differentially expressed skeletal muscle extracellular vesicle miRs in OXI and GLY-EVs.

Canonical pathways	− log(p-value)	Ratio	Z-score (GLY-EV vs OXI-EV)	Molecules
Hepatic fibrosis/hepatic stellate cell activation	14.5	0.356		ACTA2, BAX, BCL2, CCL2, CCN2, CCR5, CCR7, CD40, COL10A1, COL11A1, COL15A1, COL19A1, COL1A1, COL1A2, COL21A1, COL22A1, COL25A1, COL27A1, COL2A1, COL3A1, COL4A1, COL4A2, COL4A4, COL4A5, COL5A1, COL5A2, COL5A3, COL6A3, COL7A1, COL8A1, COL9A1, COL9A2, EDN1, EDNRB, EGFR, FAS, FASLG, FGF1, FGF2, FGFR1, FLT1, IFNG, IGF1, IGF1R, IGFBP3, IGFBP5, IL10, IL1RL1, IL6R, KLF6, MET, MMP13, PDGFA, PDGFB, PDGFC, REL, SMAD3, SMAD4, SMAD7, TGFA, TGFB3, TGFBR1, TGFBR2, TLR4, TNFRSF11B, TNFRSF1A, VCAM1, VEGFA, VEGFC
Senescence pathway	13.7	0.303	− 4.778	ACVR1C, ACVR2A, ACVR2B, AKT3, ANAPC1, ASXL2, ASXL3, BHLHE40, CACNA2D1, CACNA2D3, CACNB2, CAPN7, CBX7, CCND1, CCND2, CCND3, CCNE1, CDC25A, CDC27, CDK6, CDKN1A, CDKN1B, CDKN2A, CDKN2B, CHEK1, DMTF1, E2F3, E2F5, E2F6, E2F7, EED, EIF4E, ELF3, ELF5, ETS1, EZH2, FOXO3, GADD45A, GADD45G, HBP1, IFNA14, IKBKB, ITSN2, JUN, KRAS, MAP2K1, MAP2K4, MAP2K7, MAPK12, MAPK3, MAPK4, MAPK6, MAPK7, MDM2, MRAS, MTOR, NFATC2, NFATC4, NRAS, PDK4, PHF19, PIK3R1, PIK3R2, PPP2CA, PPP2CB, PPP2R5C, PPP3CA, PRKCZ, PTEN, RAF1, RAP1B, RASD2, RB1, RPS6KA5, SAA4, SMAD1, SMAD3, SMAD4, SMAD5, SMAD7, SMAD9, SQSTM1, TGFB3, TGFBR1, TGFBR2, TGFBR3, TP53, VHL, YPEL3, ZFP36L1
Glioblastoma multiforme signaling	12.9	0.357	− 4.901	AKT3, CCND1, CCND2, CCND3, CCNE1, CDC42, CDK6, CDKN1A, CDKN1B, CDKN2A, E2F3, E2F5, E2F6, E2F7, EGFR, FOXO1, FZD3, FZD4, FZD6, FZD8, GRB2, IGF1, IGF1R, KRAS, MAP2K1, MAPK3, MDM2, MRAS, MTOR, MYC, NF2, NRAS, PDGFA, PDGFB, PDGFC, PDIA3, PIK3R1, PIK3R2, PLCL2, PRKCD, PTEN, RAF1, RAP1B, RASD2, RB1, RHOA, RHOB, RHOG, RHOQ, RHOT1, RHOU, SMO, SOS1, SOS2, TP53, TSC1, WNT1, WNT2B, WNT3A, WNT7A, WNT9A
PTEN signaling	11.7	0.36	4.323	BCL2, BCL2L1, CASP3, CCND1, CDKN1A, CDKN1B, CSNK2A1, CSNK2A2, EGFR, FASLG, FLT4, FOXG1, FOXO4, GRB2, GSK3A, IGF1R, IKBKE, INPP5B, INPP5D, INPP5F, INPP5J, ITGA2, KRAS, MRAS, NRAS, PIK3CB, RALA, RALB, RAP1A, RAP1B, RASD2, RELA, RPS6KB1, SIRT6, TGFBR1, TGFBR2, TGFBR3
Hepatic fibrosis signaling pathway	11.6	0.26	− 7.961	ACTA2, ACVR1C, ACVR2A, ACVR2B, AKT3, BCL2, CACNA2D1, CACNA2D3, CACNB2, CASP3, CCL2, CCL3, CCN2, CCND1, CD40, CDC42, CDKN1B, CNR1, COL10A1, COL1A1, COL1A2, COL2A1, COL3A1, COL5A3, CSNK1D, EDN1, EZH2, FGF2, FGFR1, FLT1, FOS, FOXO1, FTL, FZD3, FZD4, FZD6, FZD8, GNAI3, IKBKB, IL18, IL1RL1, IL1RN, IL36G, ITGA2, ITGA6, ITGA9, ITGB3, ITGB4, JUN, KRAS, LRP1, MAP2K1, MAP2K4, MAP2K7, MAPK12, MAPK3, MMP13, MRAS, MTOR, MYC, MYD88, MYLK, NRAS, PDCD4, PDGFA, PDGFB, PDGFC, PIK3R1, PIK3R2, PPARG, PRKAR2A, PRKCD, PRKCZ, PTEN, RAF1, RAP1B, RASD2, REL, RHOA, RHOB, RHOG, RHOQ, RHOT1, RHOU, RIPK1, ROCK1, SMAD3, SMAD4, SMAD7, SMO, SOS1, SOS2, SP1, TFRC, TGFB3, TGFBR1, TGFBR2, TGFBR3, TLR4, TNFRSF11B, TNFRSF1A, VCAM1, VEGFA, VEGFC, WNT1, WNT2B, WNT3A, WNT7A, WNT9A
Molecular mechanisms of cancer	11.2	0.254		APAF1, ARHGEF18, ARHGEF3, ATR, BAK1, BCL2, BCL2L1, BMP1, CAMK2A, CASP3, CCND1, CCND2, CCNE2, CDC25A, CDK11B, CDK14, CDK15, CDK18, CDK19, CDK6, CDK8, CDK9, CDKN1A, CDKN1B, CDKN2B, CRK, CTNNB1, CTNND1, CYCS, E2F5, E2F6, E2F7, ELK1, FADD, FANCD2, FAS, FASLG, FOS, FZD3, FZD6, FZD7, GNA13, GNAI2, GNAT1, GRB2, GSK3A, HIF1A, ITGA2, JUN, KRAS, LRP1, MAPK13, MRAS, MYC, NAIP, NFKBIA, NRAS, PAK1, PIK3CB, PIK3R6, PMAIP1, PRKACA, PRKACB, PRKAR2A, PRKCA, PRKCG, PRKCI, PSENEN, RALA, RALB, RAP1A, RAP1B, RASA1, RASD2, RASGRF1, RELA, RHOA, RHOB, RHOG, RHOJ, RND2, SMAD1, SMAD2, SMAD9, SUV39H1, TAB1, TAB2, TCF4, TGFBR1, TGFBR2, TP53, TYK2, WNT1, WNT11, WNT4, WNT5A, WNT7B, WNT8A, WNT9A
Chronic myeloid leukemia signaling	10.7	0.393		AKT3, BAD, BCL2L1, CCND1, CCND2, CCND3, CDK6, CDKN1A, CDKN1B, CDKN2A, CRK, CRKL, E2F3, E2F5, E2F6, E2F7, GRB2, HDAC4, IKBKB, KRAS, MAP2K1, MAPK3, MDM2, MRAS, MYC, NRAS, PIK3R1, PIK3R2, RAF1, RAP1B, RASD2, RB1, REL, SMAD3, SMAD4, SOS1, SOS2, SUV39H1, TGFB3, TGFBR1, TGFBR2, TP53
Pancreatic adenocarcinoma signaling	10.3	0.365	− 4.49	AKT3, BAD, BCL2, BCL2L1, CCND1, CCNE1, CDC42, CDKN1A, CDKN1B, CDKN2A, CDKN2B, E2F3, E2F5, E2F6, E2F7, EGFR, ERBB2, GRB2, HBEGF, HDAC4, HMOX1, KRAS, MAP2K1, MAP2K4, MAPK12, MAPK3, MDM2, NOTCH1, PDGFC, PIK3R1, PIK3R2, PLD1, PTGS2, RAF1, RB1, REL, SMAD3, SMAD4, SUV39H1, TGFA, TGFB3, TGFBR1, TGFBR2, TP53, VEGFA, VEGFC
NGF signaling	10.3	0.373	− 6.325	AKT3, BAX, CDC42, CRK, GAB1, GRB2, IKBKB, KRAS, MAP2K1, MAP2K4, MAP3K1, MAP3K10, MAP3K11, MAP3K13, MAP3K2, MAP3K5, MAP3K9, MAPK12, MAPK3, MAPK7, MRAS, NGF, NRAS, PDPK1, PIK3R1, PIK3R2, PRKCD, PRKCZ, RAF1, RAP1B, RASD2, REL, RHOA, RHOG, ROCK1, RPS6KA1, RPS6KA3, RPS6KA5, SMPD1, SMPD3, SOS1, SOS2, TP53, TRAF4
Cardiac hypertrophy signaling (Enhanced)	9.6	0.232	− 9.806	ACE, ACVR1, ACVR1C, ADRA2A, ADRB2, AGTR1, APEX1, ATF2, ATP2A2, BORCS8-MEF2B, CAMK2A, CD40LG, CHP1, CTNNB1, DIAPH2, EDN1, EDNRA, EDNRB, EIF2B3, EIF4E, ELK1, ENPP6, FASLG, FGF1, FGF10, FGF16, FGF17, FGF18, FGF20, FGF7, FZD3, FZD6, FZD7, GDPD1, GNA13, GNAI2, GNG2, GNG5, GSK3A, HAND1, HAND2, HDAC4, HDAC7, HSPB2, HSPB7, IGF1, IGF1R, IKBKE, IL13, IL13RA1, IL17C, IL17RD, IL2RB, IL3, IL36G, IL4R, INPP5F, ITGA2, JUN, KRAS, LIF, MAP3K1, MAP3K13, MAP3K2, MAP3K8, MAPK13, MEF2A, MEF2B, MKNK2, MRAS, MYC, NFATC2, NRAS, PDE12, PDE3A, PDE4A, PDE6B, PDE6D, PDE6G, PDE7A, PIK3CB, PIK3R6, PLCD3, PLCH2, PPP3CA, PPP3R1, PPP3R2, PRKACA, PRKACB, PRKAR2A, PRKCA, PRKCG, PRKCI, PTGS2, RALA, RALB, RAP1A, RAP1B, RASD2, RELA, RHOA, ROCK1, RPS6KB1, TGFBR1, TGFBR2, TGFBR3, TNFSF10, TNFSF11, TNFSF13B, TNFSF15, TNFSF9, WNT1, WNT11, WNT4, WNT5A, WNT7B, WNT8A, WNT9A

Ratio = number of molecules in dataset/total number of molecules in the pathway. Z-Score—indicates predicted upregulation or downregulation of pathway glycolytic compared to oxidative muscle EV miR.

Additionally, several endothelial-relevant signaling pathways were identified among the significant canonical pathways (Table 3). Among these pathways, OXI-EVs were predicted to be less inhibitory to angiogenic signaling and endothelial function than GLY-EVs. 

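In the miR-15/16 family, which targets VEGF and cell cycle mRNAs, 1 of 6 tested were lower in OXI-EV past the threshold (3 lower adjusted over the list alone, 3 lower over all miRs with TMM scaling). The member past it was miR-16-5p, and miR-195a-5p had a log2 fold change of -1.34 (standard error 0.48, adjusted p = 0.250) from edgeR, and -1.68 (adjusted p = 0.0114) with TMM scaling. Of miRs described as pro-angiogenic, 1 of 8 tested were lower in OXI-EV past the threshold (3 lower adjusted over the list alone, 4 lower over all miRs with TMM scaling). This member was miR-378a-3p, at 784 ± 130.2 CPM in OXI-EV and 2476 ± 956 CPM in GLY-EV (mean ± SD, 4 libraries each), with a log2 fold change of -1.66 (standard error 0.30, adjusted p = 0.0131). Over the 8 tested, 5 of which had a mean count of at least 100, the median log2 fold change was -1.09. It was -1.12 over all tested miRs with such a count. miR-126a-3p, an endothelial miR encoded within Egfl7, had a log2 fold change of -1.93 (standard error 0.52, adjusted p = 0.103), and -2.37 (adjusted p = 0.00458) with TMM scaling. In the miR-17-92 cluster and its paralogs, 0 of 10 tested were past the threshold with edgeR (1 lower and 0 higher in OXI-EV at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, 2 lower and 0 higher over all miRs with TMM scaling, 1 lower and 0 higher with DESeq2). miR-92a-3p, described as anti-angiogenic, had a log2 fold change of -1.66 (standard error 0.49, adjusted p = 0.156), and -2.09 (adjusted p = 0.00435 from edgeR) with TMM scaling. miR-25-3p had 0.30 (adjusted p = 0.871), which turned to -0.34 with TMM scaling and to -1.53 (adjusted p = 0.308 from edgeR) without OXI-EV replicate 2. From the pathways its software predicted for the miRs of Table 1, the paper proposes that OXI-EVs inhibit angiogenic signaling less than GLY-EVs do.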

VEGFa was a common component of the top endothelial pathways. A representative VEGF angiogenic pathway generated using IPA is depicted in Fig. 2A. Since VEGF and ROS pathways were identified by IPA as targeted pathways, EV contents of superoxide dismutase 3 (SOD3) and VEGF were analyzed. OXI-EV contained more SOD3 protein than GLY-EV (Fig. 2B). There was no difference in VEGF protein content between OXI and GLY-EV (Fig. 2B). Consistent with the IPA prediction, VEGFa and VEGFR1 (FLT-1) mRNA were higher in HUVEC treated with OXI-EV compared to GLY-EV (Fig. 2C). OXI-EV elevated VEGFa and VEGFR2 (FLK-1) gene expression compared to untreated controls. There was no difference in expression of FLK-1 or VE-Cadherin between OXI and GLY-EV. There were no differences in expression of VEGFa, FLT-1, or FLK-1 between GLY-EV and controls. There was no difference in HUVEC gene expression of Ang-1 and Tie-2 between the three groups (Fig. 2C). VE-Cadherin expression was lower in both EV groups compared to untreated controls (Fig. 2C).

**Table 3:** Endothelial specific canonical pathways by p-value from Biological Pathway Analysis of top 30 differentially expressed skeletal muscle extracellular vesicle miRs in OXI and GLY-EVs.

Canonical pathways	− log(p-value)	Ratio	Z-score (GLY-EV vs OXI-EV)	Molecules
HIF1α signaling	4.66	0.24	− 5.94	ADM, AKT3, CDKN1A, EDN1, EGLN2, EIF4E, EPO, FGF2, FLT1, HK2, HMOX1, IGF1, IL6R, JUN, KRAS, MAP2K1, MAP2K4, MAP2K7, MAPK3, MDM2, MET, MKNK1, MKNK2, MMP10, MMP13, MMP14, MMP15, MRAS, MTOR, NRAS, PDGFB, PDGFC, PIK3R1, PIK3R2, PKM, PPP3CA, PRKCD, PRKCZ, RAF1, RAP1B, RASD2, SLC2A1, SLC2A14, SLC2A3, TGFA, TP53, VEGFA, VEGFC, VHL, VIM
VEGF family ligand-receptor interactions	4.16	0.298	− 4.69	AKT3, FLT1, FOS, GRB2, KRAS, MAP2K1, MAPK3, MRAS, NRAS, NRP1, NRP2, PIK3R1, PIK3R2, PLA2G1B, PLA2G2F, PLA2G3, PRKCD, PRKCZ, RAF1, RAP1B, RASD2, SOS1, SOS2, VEGFA, VEGFC
VEGF signaling	4.15	0.283	− 4.379	ACTA2, AKT3, BAD, BCL2, BCL2L1, EIF1AX, ELAVL1, FLT1, FOXO1, FOXO3, GRB2, KRAS, MAP2K1, MAPK3, MRAS, NRAS, PDGFC, PIK3R1, PIK3R2, PXN, RAF1, RAP1B, RASD2, ROCK1, SOS1, SOS2, VEGFA, VEGFC
Production of nitric oxide and reactive oxygen species	4.04	0.236	− 4.111	AKT3, APOC4, ARG2, CDC42, ELP1, FOS, IFNG, IKBKB, JUN, MAP2K1, MAP2K4, MAP2K7, MAP3K1, MAP3K10, MAP3K11, MAP3K13, MAP3K2, MAP3K5, MAP3K9, MAPK12, MAPK3, PIK3R1, PIK3R2, PPP1R10, PPP1R3D, PPP1R7, PPP2CA, PPP2CB, PPP2R5C, PRKCD, PRKCZ, RAP1B, REL, RHOA, RHOB, RHOG, RHOQ, RHOT1, RHOU, S100A8, SAA4, SPI1, TLR4, TNFRSF11B, TNFRSF1A
Apelin endothelial signaling pathway	3.2	0.237	− 4.811	AKT3, APLN, CCL2, FOS, GNAI3, GNG12, GNG13, GNG5, HDAC4, JUN, KLF2, KRAS, MAP2K1, MAP2K4, MAPK12, MAPK3, MEF2A, MEF2B, MEF2C, MRAS, MTOR, NRAS, PIK3R1, PIK3R2, PRKCD, PRKCZ, RAF1, RAP1B, RASD2, REL, SMAD3, SP1, VCAM1

Ratio = number of molecules in dataset/total number of molecules in the pathway. Z-Score – indicates predicted upregulation or downregulation of pathway of glycolytic compared to oxidative muscle EV miR.

**Figure 2:**
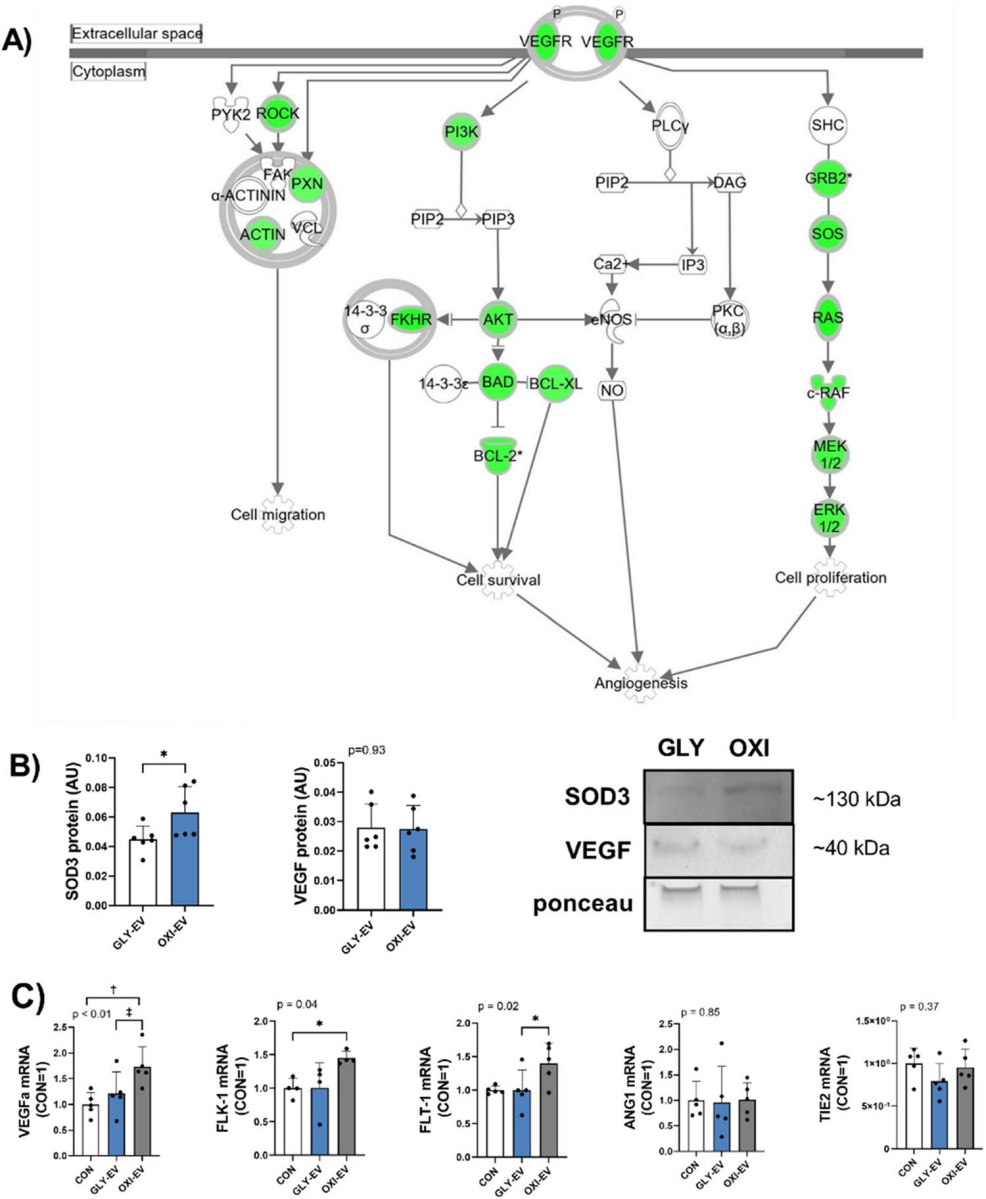
OXI- and GLY-EV miR differentially regulate angiogenic pathways. Ingenuity pathway analysis (IPA) generated vascular endothelial growth factor (VEGF) and angiogenesis pathway (**A**). Green denotes predicted gene downregulation by GLY-EV miR, compared to OXI-EV miR. EV protein contents of VEGF and superoxide dismutase 3 (SOD3), with representative blots, blot images have been cropped to display the bands of interest, full blot images are displayed in supplementary materials (**B**). HUVEC gene expression of angiogenesis-related factors (**C**). Gene expression statistical results are the output of repeated measures one-way ANOVA and are reported as a fold change, untreated control = 1. Mean + SD. *< 0.05; †< 0.01; ‡< 0.001. *n* = 6.

### Angiogenic properties of OXI- and GLY-EV

Cultured endothelial cells were treated with OXI and GLY-EV to determine if they altered EC angiogenic properties in vitro*.* OXI-EV, but not GLY-EV increased HUVEC number and cell viability compared to controls after a 48 h incubation (Fig. 3A). There was no difference in HUVEC number or viability between OXI-EV and GLY-EV. There was no difference in cell proliferation between the groups (Fig. 3A). HUVECs treated with OXI-EVs formed more tubules and had a greater tube length than GLY-EV treated HUVECs. Tube formation was not different between OXI-EV and untreated HUVECs (Fig. 3B). HUVEC treated with OXI-EV demonstrated greater tube formation and tube length than HUVEC treated with GLY-EV (Fig. 3B). On the endothelial cell scratch assay, OXI-EVs promoted greater HUVEC migration than GLY-EVs; both EV conditions elevated HUVEC migration compared to untreated controls (Fig. 3C).

**Figure 3:**
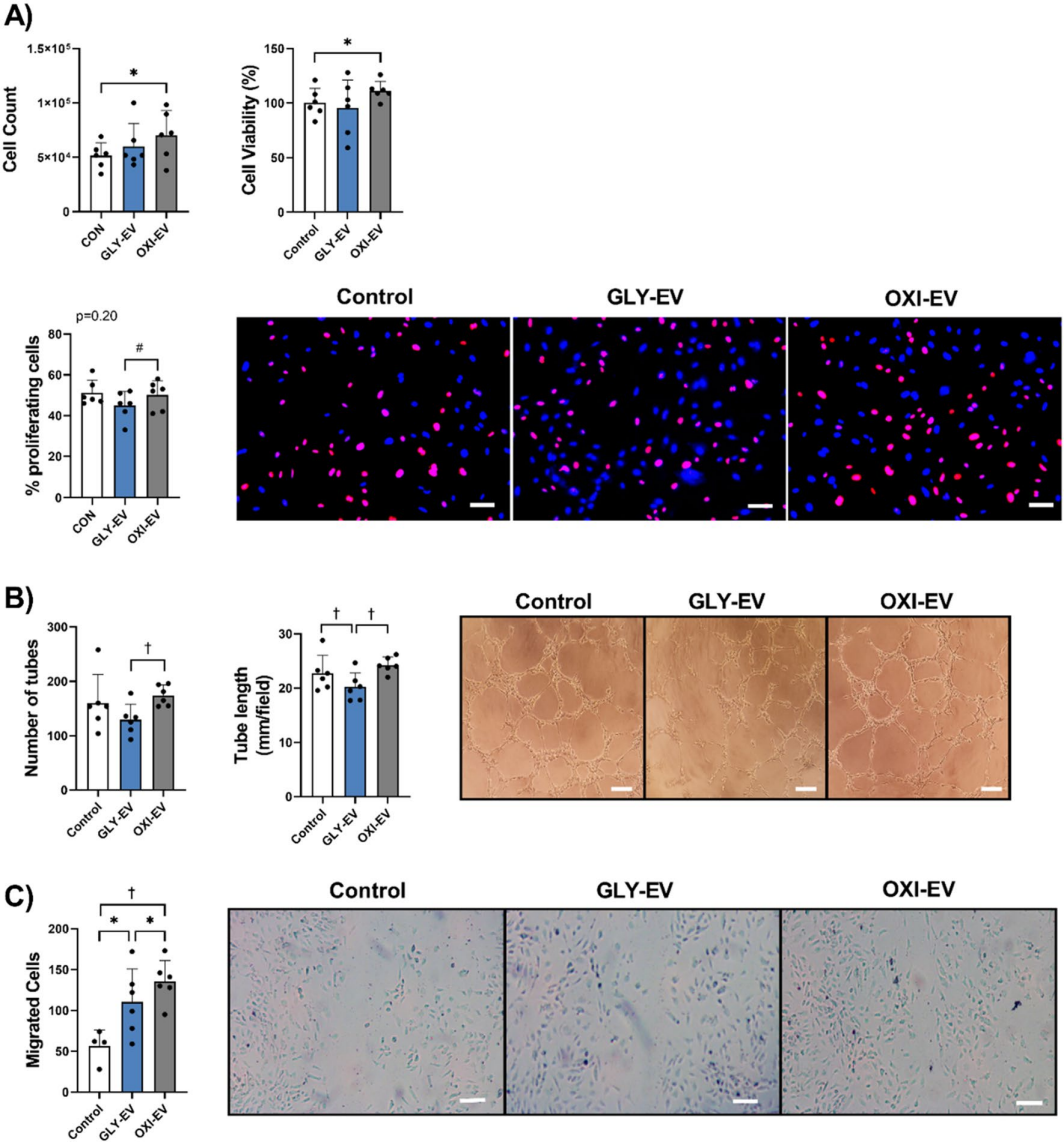
OXI-EV enhances EC migration and tube formation. Human umbilical vein endothelial cell (HUVEC) count, viability, and proliferation (% EdU + nuclei/total nuclei) following 48 h EV treatment (**A**). HUVEC tube formation with representative images (**B**). HUVEC migration with representative images (**C**). statistical results are the output of repeated measures one-way ANOVA with Tukey’s posthoc. Control represents HUVECs treated with vehicle only, no EVs. Scale bars = 200 μm. Mean + SD. *< 0.05; †< 0.01; *n* = 6.

### Nitric oxide pathways mediate pro-angiogenic properties of OXI-EV

The nitric oxide (NO) pathway was one of the endothelial-relevant pathways predicted by IPA to be positively regulated by OXI-EV compared to GLY-EV (Table 3). This pathway is mediated by eNOS and is important in the regulation of endothelial cell function and angiogenesis. The Akt/eNOS pathway was evaluated to determine whether OXI and GLY-EV differentially regulated the key intracellular endothelial NOS pathway. Akt phosphorylation at serine 473 was significantly greater in OXI-EV compared to GLY-EV treated ECs, both EV conditions increased p-Akt compared to controls (Fig. 4A). There was no difference in total amounts of Akt across the groups (Fig. 4a). eNOS mRNA was lower in HUVEC treated with GLY-EV compared to OXI-EV; with no other differences between groups (Fig. 4B). Additionally, eNOS phosphorylation and eNOS phosphorylation/total ratio were greater in OXI-EV compared to GLY-EV treated ECs; with no other differences between the groups and no differences in total eNOS (Fig. 4B).

**Figure 4:**
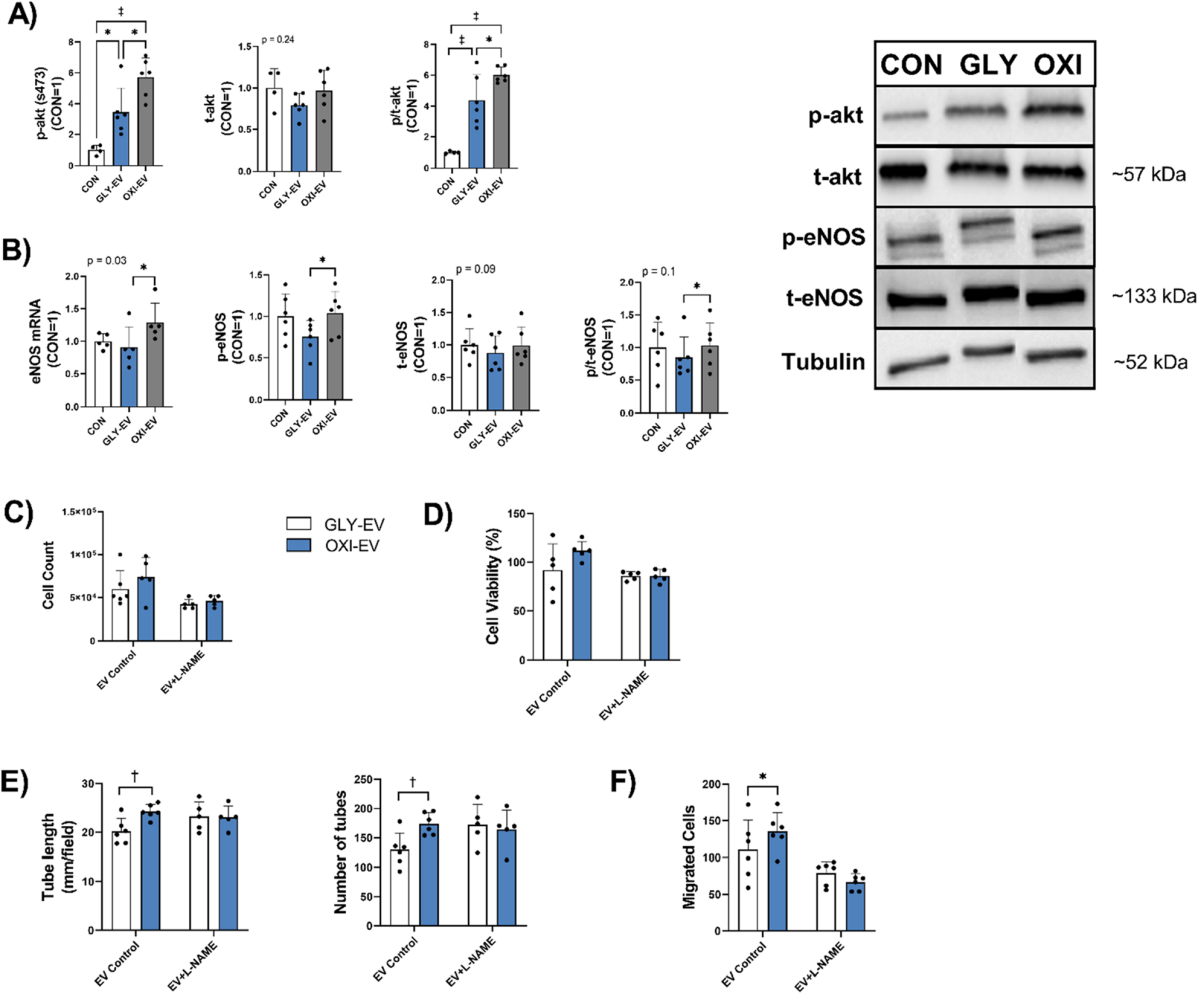
OXI-EV induced angiogenesis is mediated via NO signaling pathways. Protein expression of total and phosphorylated Akt, with representative blots (**A**). Gene and protein expression of total and phosphorylated endothelial nitric oxide synthase, with representative blots (**B**). Blot images have been cropped and arranged so that all bands of interest are displayed in the same order, full blot images are displayed in supplementary materials. HUVEC counts (**C**), viability (**D**), tube length and number of tubes (**E**), and migrated cells (**F**) under control and L-NAME conditions in the presence of EV treatments. Gene expression is reported as a fold change, with untreated controls = 1. Statistical results are the output of repeated measures one-way ANOVAs and student’s t-tests (EV + L-NAME comparisons). Mean + SD. *< 0.05; †< 0.01; ‡< 0.001. *n* = 6.

To identify the contribution of NOS to angiogenesis in OXI- and GLY-EV treated HUVECs, HUVEC were co-incubated with EV and the NOS antagonist L-NG-Nitro arginine methyl ester (L-NAME) and compared to EV-treated control cells. There was no difference in cell viability and cell counts between GLY- and OXI-EV treated cells following L-NAME treatment (Fig. 4C,D). L-NAME treatment eliminated muscle specific EV differences in HUVEC tube formation/length and number of migrated cells following scratch assay (Fig. 4E,F).

## Discussion

The novel findings of the current study are: (1) OXI-EV promote greater endothelial cell migration and tube formation compared to GLY-EV; (2) miR content differs between OXI-EV and GLY-EV demonstrating heterogeneous EV content based on fiber type; and (3) greater OXI-EV angiogenesis may be mediated through NOS-regulated mechanisms. We also confirm our previous findings that oxidative muscle secretes more EVs than glycolytic muscle tissue^24^. The combination of greater EV secretion along with more pro-angiogenic EV is consistent with greater capillarization of oxidative compared to glycolytic muscle fibers.

### Oxidative muscle tissue releases more EVs than glycolytic muscle tissue

The findings in the current study are consistent with our prior work showing oxidative muscle tissue secretes more EVs than glycolytic muscle tissue^24^. Previously, we measured EV release through acetylcholinesterase activity and EV marker protein content. We have added to this data by measuring EV concentration through nanoparticle tracking analysis and total protein measurements, in line with recommendations from the International Society of Extracellular Vesicles^28^. Isolated EV fractions from both groups had a strong presence of several EV markers, while containing no measurable amount of cytochrome c, as expected. It has been previously reported the soleus secretes nearly twenty times more EVs/mg muscle than the quadriceps^29^. However, in that report muscle was not teased apart during EV collection, limiting the surface area of the tissue and potentially leading to hypoxia-induced EV release with an unknown outcome on muscle specific differences^29^. A hypoxic muscle environment may have been present for a short time in the present study as well, as mice were euthanized via CO_2_, before the muscle was quickly harvested, teased apart and incubated in normoxic conditions. The magnitude of our findings however, are in closer agreement with the soleus secreting more EVs than the glycolytic plantaris as demonstrated by Estrada and colleagues^23^. Consistent evidence strongly suggests that oxidative muscle secretes more EVs than glycolytic muscle.

Metabolic capacity could regulate EV release as highly metabolic skeletal muscle secretes nearly 100 fold more EVs than adipose tissue^23^ and increased metabolism in cancer cells increases EV release^30^. Metabolic activity likely explains the increase in EV release from skeletal muscle and other cells during acute exercise as well^21,31^. Multivesicular body (MVB) generation, a primary mechanism of EV release, is regulated by cellular energy flux. Low energy states and autophagy promote MVB recycling while high energy states promote MVB-plasma membrane docking and EV release^32^. Previously we found that muscle satellite cell senescence elevates EV release^33^. Despite reductions in proliferation, senescence induces high metabolic activity characterized by mitochondrial dysfunction with elevated reactive oxygen species (ROS) and cytokine production^34^. Conversely, skeletal muscle from leptin-deficient obese mice releases fewer EVs than control muscle. Leptin deficiency disrupts glucose and lipid metabolism resulting in a state of reduced energy expenditure and muscle atrophy^35,36^. While greater metabolic capacity of oxidative muscle fibers may explain enhanced EV release compared to glycolytic fibers, it appears not to be directly regulated by PGC-1α as its overexpression does not alter SkM-EV release *in vitro*^27^.

### Oxidative muscle-EVs have greater angiogenic potential than glycolytic muscle EVs

Skeletal muscle EV-specific membrane labeling in mice has shown that SkM-EVs are targeted to capillary ECs following muscle overload. Previously we found that EVs from C2C12 myotubes increase EC growth, migration, and tube formation^24^. Oxidative muscle fibers have a more pro-angiogenic secretory phenotype than glycolytic fibers^9–11,13^ and PGC-1α, a transcriptional regulator of the oxidative phenotype, regulates the angiogenic potential of SkM-EVs^27^. Consequently, we hypothesized that OXI-EV would promote greater in vitro angiogenesis than GLY-EV. In the current report, HUVEC were treated with equal amounts of OXI- and GLY-EVs to determine EV angiogenic potential. OXI-EV increased EC migration, number of tubules, tubule length and trended towards increased proliferation compared to GLY-EVs on a per EV basis. Combined with greater EV release from oxidative muscle, we may be underestimating the pro-angiogenic benefits of OXI-EVs occurring in vivo. Murach et al*.* found EV uptake by muscle endothelial cells in vivo is not uniform, with different cells having either high, low, or no EV uptake^25^. In their report, ECs with high EV uptake had greater activation of angiogenesis promoting pathways following muscle overload than ECs with low or no uptake. Since oxidative muscle fibers secrete more EVs than glycolytic fibers, it is possible that there is a greater percentage of high uptake capillaries in oxidative compared to glycolytic muscle.

Importantly, the EVs from the current study were isolated from resting muscle. Therefore, our data support the hypothesis that EVs from oxidative muscle tissue support maintenance of a denser capillary bed in skeletal muscle. The extent to which exercise regulates skeletal muscle-derived EV contents and angiogenic potential remains poorly studied. For example, acute exercise causes a release of SkM-EVs^21,22^, but it is unclear if this is due to depletion of existing muscle EVs or production of new EVs. It is unknown if EVs in resting muscle contribute to early adaptive phases of exercise. Establishing definitive timelines of how exercise impacts EV signaling locally and systemically will be key to determining how EVs contribute to exercise adaptations.

### miR contents differ between oxidative and glycolytic muscle EVs

miR are abundant in EVs and alter the biological function of recipient cells, including endothelial cells^37^. EVs from oxidative and glycolytic muscle contained at least a single read of 1,757 different miRs and 297 miRs were differentially expressed between OXI- and GLY-EVs. 

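A pair of myomiRs made up most of the miR counts in both groups. miR-1a-3p and miR-206-3p together were 69.4 ± 2.00% in OXI-EV and 59.9 ± 2.12% in GLY-EV of all miR counts (mean ± SD, n = 4 each; exact two-sided permutation test, p = 0.0286). miR-206-3p was the most abundant miR of OXI-EV and miR-1a-3p that of GLY-EV. miR-1a-3p was 23.9 ± 2.89% of miR counts in OXI-EV and 54.2 ± 1.24% in GLY-EV, and miR-206-3p 45.5 ± 4.51% of miR counts in OXI-EV and 5.71 ± 1.03% in GLY-EV. miR-1b-5p was 3.01 ± 0.771% of miR counts in OXI-EV and 6.71 ± 1.88% in GLY-EV. Its hairpin overlaps that of miR-1a-2 on the other strand, on chromosome 18 of GRCm38 from 10785446 to 10785567. The counts of miR-1b-5p were 12.47 ± 2.02% of those of miR-1a-3p in OXI-EV and 12.35 ± 3.31% in GLY-EV (exact permutation test, p = 0.971). Its difference between groups may therefore not be separate from that of miR-1a-3p. let-7b-5p was 3.35 ± 0.255% of miR counts in OXI-EV and 2.89 ± 0.146% in GLY-EV, let-7c-5p 2.73 ± 0.0961% of miR counts in OXI-EV and 3.17 ± 0.317% in GLY-EV, and miR-133a-3p 0.559 ± 0.162% of miR counts in OXI-EV and 2.81 ± 1.97% in GLY-EV (GLY-EV 1.83 ± 0.353% without GLY-EV replicate 4). miR-6941-5p was among the 10 most abundant miRs of OXI-EV through 9870 counts in OXI-EV replicate 1, against 87 to 97 in the other OXI-EV libraries. The 9 listed myomiRs (miR-1a-3p, miR-133a-3p, miR-133b-3p, miR-206-3p, miR-208a-3p, miR-208b-3p, miR-486a-5p, miR-486b-5p and miR-499-5p) were 70.3 ± 1.84% in OXI-EV and 64.2 ± 0.0692% in GLY-EV of miR counts (exact permutation test, p = 0.0286).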

As would be expected, the most abundant miRs in OXI- and GLY-EV were miRs highly expressed in skeletal muscle, known as myomiRs^38^. Although the total number of sequencing reads was not different between groups, GLY-EVs contained nearly double the myomiR reads with more miR-1, -133a, and -133b, but less miR-206 than OXI-EVs. 

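GLY-EV held more miR-1a-3p, miR-133a-3p and miR-133b-3p than OXI-EV, and miR-206-3p was the reverse. The summed myomiR counts were 296879 ± 77594 in OXI-EV and 510242 ± 110056 in GLY-EV (mean ± SD, n = 4 each), a ratio of 1.72 (exact two-sided permutation test, p = 0.0571). Scaled to mapped reads they were 65511 ± 13810 CPM in OXI-EV and 83757 ± 27486 CPM in GLY-EV, a ratio of 1.28 (exact permutation test, p = 0.314). That scale takes away part of the difference, since myomiR reads are among the mapped reads. Without miR-1a-3p and miR-206-3p the ratio of counts was 9.29 (exact permutation test, p = 0.0286), and 6.07 when GLY-EV replicate 4, the highest library, was also left out (exact permutation test, p = 0.0286; a check chosen after seeing the data). miR-1a-3p, which promotes muscle differentiation, was at 21823 ± 2095 CPM in OXI-EV and 70278 ± 21226 CPM in GLY-EV, with a log2 fold change of -1.69 (standard error 0.18, adjusted p = 2.61e-04) from edgeR. Its hairpins lie on chromosome 2 of GRCm38 from 180389048 to 180389124 and on chromosome 18 of GRCm38 from 10785481 to 10785552. miR-1a-1-5p, the other arm of the first, had a log2 fold change of -1.87 (standard error 0.33, adjusted p = 0.0111). miR-133a-3p, a regulator of myoblast proliferation, was at 512 ± 136 CPM in OXI-EV and 4276 ± 4569 CPM in GLY-EV, with a log2 fold change of -3.06 (standard error 0.58, adjusted p = 0.0163). GLY-EV replicate 4 held 57563 counts of it, and without that library its log2 fold change was -1.96 (adjusted p = 0.00439 from edgeR). miR-133b-3p, which may share reads with it, was at 58.5 ± 19.9 CPM in OXI-EV and 376 ± 315 CPM in GLY-EV, with -2.68 (standard error 0.55, adjusted p = 0.0301), and -1.91 (adjusted p = 0.0326 from edgeR) without GLY-EV replicate 4; it was past the threshold in 4 of the 8 fits without 1 library. miR-486a-5p and miR-486b-5p, which may share reads, had log2 fold changes of -2.61 (standard error 0.39, adjusted p = 0.00359) and -2.52 (standard error 0.33, adjusted p = 0.00177). Slow-fibre miRs were rare: miR-208b-3p was at 11.5 ± 7.60 CPM in OXI-EV and 3.86 ± 2.32 CPM in GLY-EV and miR-499-3p at 3.97 ± 1.85 CPM in OXI-EV and 2.28 ± 1.60 CPM in GLY-EV. miR-499-5p was at 3.82 ± 1.455 CPM in OXI-EV and 0.836 ± 1.18 CPM in GLY-EV, and the groups did not overlap. Its log2 fold change was 2.20 (adjusted p = 0.3545 from edgeR), at mean counts of only 17 in OXI-EV and 4.75 in GLY-EV. miR-208b-5p had -0.22 (adjusted p = 0.939 from edgeR). Of the myomiRs, 5 of 9 tested were lower and 1 higher in OXI-EV past the threshold (5 lower and 2 higher adjusted over the list alone, 5 lower and 1 higher over all miRs with TMM scaling). Of miRs encoded in slow myosin genes, 0 of 4 tested were past the threshold with edgeR (0 lower and 1 higher in OXI-EV at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, 0 lower and 0 higher over all miRs with TMM scaling, 0 lower and 0 higher with DESeq2).

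**Figure D3:**
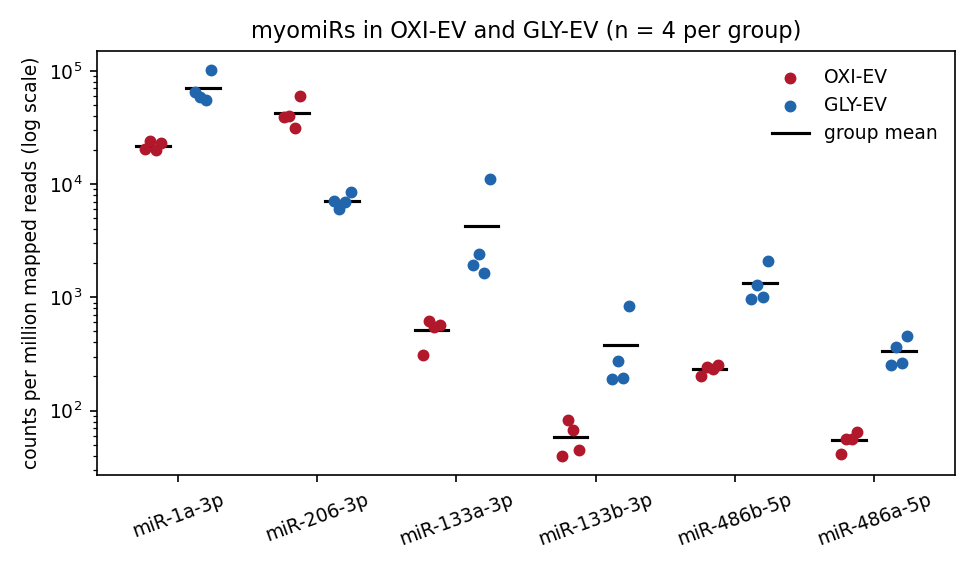
CPM, on a log axis, of 6 myomiRs in each OXI-EV and GLY-EV library, with the group mean as a line. miR-206-3p is higher in all 4 OXI-EV libraries, and the others shown are higher in all 4 GLY-EV libraries.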

Our myomiR data is consistent with previous PCR analysis of EV isolated from the quadriceps and the soleus^29^. 

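miR-206-3p was at 42812 ± 12366 CPM in OXI-EV and 7154 ± 979 CPM in GLY-EV (mean ± SD, 4 libraries each). Its log2 fold change was 2.58 (standard error 0.20, adjusted p = 1.93e-05) from edgeR, and 2.09 with TMM scaling, and all 4 OXI-EV libraries were above all 4 GLY-EV libraries. The Mir206 hairpin lies on chromosome 1 of GRCm38 from 20679010 to 20679082, in an exon of the long noncoding RNA Gm28653. The Mir133b hairpin lies 3686 bp further along the same chromosome, from 20682769 to 20682887, in an exon of the same long noncoding RNA. The log2 ratio of miR-206-3p to miR-133b-3p counts was 9.54 ± 0.76 in OXI-EV and 4.54 ± 0.89 in GLY-EV (exact permutation test, p = 0.0286).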

OXI-EV contained over four times the amount of miR-206, which is unsurprising as miR-206 is enriched in oxidative fibers and regulates the oxidative phenotype^39^. Delivery of SkM-EV miR-206 to neighboring muscle fibers may help maintain an oxidative phenotype. Differences in miR content between OXI- and GLY-EVs suggest that SkM-EVs are heterogeneous and may have varied signaling roles.

IPA was utilized to generate pathways predicted to be regulated differently between OXI- and GLY miRs. We focused on EC signaling pathways predicted to be differentially regulated, since EV angiogenic potential was our primary objective. Several endothelial regulating pathways were predicted to be positively regulated by OXI-EVs, compared to GLY-EVs, including HIF-1-α, VEGF signaling, VEGF ligand-receptor interactions, NO and ROS production, and endothelial apelin signaling. These pathways regulate EC proliferation, survival, migration, and tube formation^14,40,41^. Pathway analysis predicted lower VEGF and VEGFR expression in GLY-EV compared to OXI-EV treated ECs. Consistent with this, VEGF and VEGFR1 mRNA were lower in HUVEC following GLY-EV treatment. While many of the miRs in OXI- and GLY-EVs have been shown to regulate angiogenesis, miR-16 was highly enriched in both groups and was 6.5-fold higher in GLY-EVs. miR-16 targets VEGF, and an increase in miR-16 in the soleus of hypertensive rats is associated with nearly 50% reductions in VEGF mRNA and capillary-to-fiber ratio^42^. 

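miR-16-5p was at 338 ± 106 CPM in OXI-EV and 1524 ± 383 CPM in GLY-EV (mean ± SD, 4 libraries each), which is 0.368 ± 0.125% of miR counts in OXI-EV and 1.19 ± 0.135% in GLY-EV. The log2 fold change was -2.17 (standard error 0.34, adjusted p = 0.00489) from edgeR, or 4.51-fold more in GLY-EV, and 6.55-fold with TMM scaling. The lowest library was OXI-EV replicate 1 with 780 counts, and without it the log2 fold change was -1.96 (adjusted p = 0.0102 from edgeR). The miR is encoded at a pair of loci, Mir16-1 on chromosome 14 of GRCm38 from 61631880 to 61631972, in an exon of the noncoding RNA Dleu2, and Mir16-2 on chromosome 3 of GRCm38 from 69009902 to 69009996, in an intron of Smc4, and its counts cannot be split between them.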

Exercise training reduces miR-16 expression in the soleus, creating a more angiogenic environment by removing a post-transcriptional repressor of VEGF^42^. High levels of anti-angiogenic miRs in GLY-EVs may act similarly by maintaining a baseline level of post-transcriptional repression that is not observed in highly capillarized oxidative muscle tissues. Although the differences in miR contents between OXI and GLY-EVs are stark, they may not completely explain the effects of OXI and GLY-EVs on endothelial cells. In EV treated endothelial cells VEGF, VEGFR, and eNOS mRNA expression were lower in GLY-EV compared to OXI-EV treated cells, as predicted by IPA. However, there was no difference between GLY-EV and untreated controls cells, suggesting that either EV-derived miRs do not have effects on target cell levels of these mRNAs or there are other non-miR factors in EVs contributing to these effects.

### NOS inhibition ameliorates angiogenic benefits of oxidative muscle EVs

Nitric oxide synthase is important in facilitating muscle-regulated angiogenesis^40,41^, where NO regulates endothelial cell homeostasis and promotes cell growth, migration, and tube formation^14–16^. In endothelial cells, eNOS is phosphorylated at ser1177 by Akt, and increased p-Akt at ser473 leads to greater eNOS phosphorylation^43^. In the current study, HUVECs treated with OXI-EV, compared to GLY-EVs, had greater Akt phosphorylation at ser473. Additionally, GLY- and OXI-EV treated cells had much greater Akt phosphorylation compared to control cells. Akt regulated pathways have frequently been identified to be altered by EVs in other cell types^44–46^. OXI-EV treatment increased eNOS phosphorylation in HUVEC compared to GLY-EV, likely due to increased Akt phosphorylation. Despite greater Akt phosphorylation, there were no differences in p-eNOS between OXI-EV treated ECs and untreated controls, suggesting that the GLY-EVs inhibit eNOS phosphorylation. The mechanism responsible for this inhibitory effect is unknown. Direct inhibition by miRs is unlikely as miRs do not act directly on proteins. Indirect regulation may explain the results as multiple genes upstream of eNOS were predicted targets of GLY-EV miRs and a NOS pathway was predicted to be downregulated in GLY-EV, compared to OXI-EV, treated cells. To determine if NOS was important for EV associated angiogenic differences, we incubated HUVEC with EV and the NOS inhibitor L-NAME. L-NAME treatment eliminated muscle specific EV differences in HUVEC tube formation and migration, indicating that pro-angiogenic benefits of OXI-EVs could be mediated through NOS pathways. Alternatively, the L-NAME treatment in HUVECs did not completely inhibit in vitro measures of angiogenesis compared to untreated cells, suggesting that this pathway may not have been sufficiently suppressed and that the angiogenic benefits of OXI compared to GLY-EVs could be mediated through other pathways. More complete mechanistic work is warranted to determine the precise way in which EVs regulate intracellular mechanisms.

While EV protein content was not the main focus of this report, we did find greater SOD3 protein in OXI compared to GLY-EVs. SOD3 is the extracellular superoxide dismutase and converts superoxide to hydrogen peroxide (H2O2). SOD3 is elevated in circulating EVs following exercise^47^. Additionally, pro-angiogenic benefits of plasma EVs are SOD3 dependent as a result of the signaling effects of H_2_O_2_^47^. Similarly, higher SOD3 levels in oxidative muscle tissue derived-EVs are associated with improved aspects of angiogenesis. SOD3 transport is a potential mechanism through which Akt phosphorylation was elevated by OXI-EVs, as SOD3 has been shown to regulate signal transduction pathways, including Akt^48^. To interrogate Akt/eNOS phosphorylation changes further, we probed for VEGF in EVs as VEGF is a powerful activator of Akt/eNOS signaling in endothelial cells^15,49^. Despite being more highly expressed in oxidative muscle fibers^9,10^, we found no difference in VEGF contents between OXI and GLY-EVs. Previously we found that C2C12 EV-mediated angiogenesis was VEGF independent^24^. Circulating EV stimulate angiogenesis similarly to recombinant VEGF, however EVs elicit distinct changes in EC gene expression^50^. Mesenchymal stem cell EVs are pro-angiogenic, but carry significantly less VEGF than is secreted by origin cells^51^. We hypothesize that fiber-derived VEGF and EV secreted into the muscle interstitial space contribute to a coordinated angiogenic effect. The combination of greater VEGF production^9,10^, greater EV release, and the release of EVs with higher angiogenic potential may help oxidative muscle fibers regulate and maintain a denser microvasculature than glycolytic fibers.

### Predicted pathway regulation differs highly between oxidative and glycolytic muscle EVs

While the primary objective of this report was to examine SkM-EV regulation of ECs, our data may provide insight as to how OXI- and GLY-EVs regulate other cell types. The top-targeted pathways were related to cell proliferation, activation, and cancer signaling. It should be noted that IPA identifies target pathways partially through the proportion of the mRNA constituents of a known pathway that are targeted by the given miRs. Therefore, the presence of cancer signaling pathways does not indicate that SkM-EVs are oncogenic in vivo*.* Most of the canonical pathways predicted to be downregulated by GLY-EVs are involved in growth factor production and proliferation. Regulation of these pathways by OXI-EVs will likely not cause growth in unperturbed adult muscle—as muscle does not hypertrophy without a sufficient stimuli^52^. However, a signaling phenotype that supports growth pathways may help resist atrophic states. Indeed, oxidative muscle fibers are more resistant to disease-related muscle atrophy than glycolytic fibers, likely mediated through PGC-1α signaling^53–55^. Recently we have demonstrated that PGC-1α overexpression in human myotubes enhances the angiogenic potential of myotube-derived EVs and protects cultured endothelial cells against an oxidative stress challenge^27^. Future studies should evaluate whether PGC-1α regulation of EV signaling confers similar benefits to other skeletal muscle cell types.

The systemic signaling impact of OXI- and GLY-EVs is beyond the scope of this report, however skeletal muscle EVs may reach the circulation at low quantities and have systemic signaling effects^21–23^. Skeletal muscle-derived EVs have been found in adipose tissue, cardiac tissue, splenocytes, hepatocytes, and dorsal root ganglia neurons^20,21,23^. The top canonically targeted pathways by EV miR include multiple pathways in these tissues, including cardiac hypertrophy pathway, neural growth factor (NGF) pathway, and multiple hepatic pathways. While our data do not demonstrate that OXI- or GLY-EVs specifically target these cells, it supports the notion that the miR contents of SkM-EVs have the potential to regulate common pathways systemically in tissues known to take in SkM-EVs.

## Limitations

Our data provide evidence that oxidative muscle from mice secretes extracellular vesicles that promote aspects of angiogenesis in cultured endothelial cells. A couple features of the model should be emphasized to put the results in proper context. First, fiber-type differences between muscle groups are more prominent in mouse muscle, compared to human muscle. This could make it more difficult to observe the magnitude of differences in EV contents observed in the current study in human muscle because of the mixed fiber type nature of human muscle. Isolating EVs from single muscle fibers or comparing populations with different percentages of oxidative and glycolytic fibers (i.e. endurance athletes vs. untrained) could be informative ways to determine if skeletal muscle metabolic phenotype impacts EV contents and angiogenic signaling in humans. An additional limitation is that EVs were isolated from whole muscle and not specifically from muscle fibers. Consequently, our EV fraction may have contained a small percentage of vesicles derived from other cell types including fibroblasts, endothelial cells, satellite cells, and macrophages. However, the vast majority of EVs are likely derived from skeletal muscle fibers as muscle fibers are the dominant cell type in muscle tissue and the most enriched miRs in the isolated EVs were muscle-specific. 

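Markers of other cell types were present at low levels beside the myomiRs. Some of these lists hold few loci. The 4 endothelial miRs are arms of Mir126a and Mir126b, which overlap on opposite strands of chromosome 2. The 4 smooth muscle miRs are arms of Mir143 and Mir145a, neighbours on chromosome 18. The members of these lists are thus not separate markers. Endothelial miRs were 0.125 ± 0.0422% of miR counts in OXI-EV and 0.307 ± 0.0854% in GLY-EV (mean ± SD, 4 libraries each); 0 of 4 tested were past the threshold with edgeR (3 lower and 0 higher in OXI-EV at an unadjusted p under 0.05, 3 lower and 0 higher adjusted over the list alone, 3 lower and 0 higher over all miRs with TMM scaling, 1 lower and 0 higher with DESeq2). Smooth muscle miRs were 0.391 ± 0.0496% of miR counts in OXI-EV and 1.08 ± 0.267% in GLY-EV; 1 of 4 tested were lower in OXI-EV past the threshold (2 lower adjusted over the list alone, 2 lower over all miRs with TMM scaling), the member past it being miR-143-3p with a log2 fold change of -1.96 (standard error 0.35, adjusted p = 0.0131) from edgeR. Fibroblast miRs were 0.214 ± 0.0587% of miR counts in OXI-EV and 0.567 ± 0.0556% in GLY-EV; 1 of 5 tested were lower in OXI-EV past the threshold (1 lower adjusted over the list alone, 2 lower over all miRs with TMM scaling), the member past it being the joint entry of miR-199a-3p and miR-199b-3p, at -2.10 (standard error 0.38, adjusted p = 0.0134). These members are also in Table 1, and miR-143 and miR-199a are found in muscle fibres too. Leukocyte miRs were 0.0770 ± 0.0129% of miR counts in OXI-EV and 0.0805 ± 0.0195% in GLY-EV; 0 of 8 tested were past the threshold with edgeR (0 lower and 0 higher in OXI-EV at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, 1 lower and 0 higher over all miRs with TMM scaling, 0 lower and 0 higher with DESeq2). Erythroid miRs were 0.0217 ± 0.0300% of miR counts in OXI-EV and 0.00833 ± 0.00438% in GLY-EV (OXI-EV 0.00676 ± 0.00409% without OXI-EV replicate 2); 0 of 2 tested were past the threshold with edgeR (0 lower and 0 higher in OXI-EV at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, 0 lower and 0 higher over all miRs with TMM scaling, 0 lower and 0 higher with DESeq2). miR-451a of that list was at 15.2 ± 20.5 CPM in OXI-EV and 9.63 ± 8.09 CPM in GLY-EV, and its log2 fold change was 0.66 (adjusted p = 0.733) and -0.94 (adjusted p = 0.693 from edgeR) without OXI-EV replicate 2. Of neural miRs, 0 of 6 tested were past the threshold with edgeR (1 lower and 1 higher in OXI-EV at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, 1 lower and 0 higher over all miRs with TMM scaling, 1 lower and 0 higher with DESeq2). Of liver and gut miRs, 0 of 7 tested were past the threshold with edgeR (0 lower and 0 higher in OXI-EV at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, 0 lower and 0 higher over all miRs with TMM scaling, 0 lower and 0 higher with DESeq2).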

The current report only used male mice and while both sexes display higher capillarization around predominantly oxidative muscle fibers, future reports could consider if sex-based differences exist in this signaling axis. Lastly, EVs were isolated from mouse muscle and used to treat human cells. This cross-species model may have resulted in missed interactions or predicted mRNA targets however these concerns would be expected to be limited as miRs are well conserved.

## Conclusion

Numerous pro-angiogenic factors, including VEGF, are produced more abundantly in oxidative compared to glycolytic fibers, likely contributing to greater capillary density in oxidative muscle^10–13^. Together with our previous findings^24^, we demonstrate that oxidative fiber-derived EVs are secreted more abundantly and are more potent stimulators of endothelial cell tube formation and migration than glycolytic fiber EVs. Additionally, OXI-EVs shuttle miRs that greater support pro-angiogenic pathways compared to GLY-EVs. While this data is descriptive, it underlines a novel phenotypic difference between the two tissue types in regards to EV contents. Persistent secretion of pro-angiogenic EVs likely contribute to the higher capillary density surrounding oxidative compared to glycolytic muscle fibers. We also demonstrate that skeletal muscle EVs are not a homogenous population and future work investigating the mechanisms responsible for the differences between oxidative and glycolytic muscle EV release and content will increase our understanding of the physiological contributions of EV to muscle regulation.

## Methods

### Ethical approval

Animal care and procedures were in accordance with the 'European Convention for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes' (Council of Europe No 123, Strasbourg 1985) and comply with the ARRIVE guidelines. Animal maintenance and experimental protocols were approved by the Purdue University Animal Care and Use Committee.

### Animals and muscle isolation

Male C57BL/6 J mice (00,664) were purchased from Jackson Laboratory at 10–12 weeks old and housed in the Purdue University Animal facility at a controlled temperature (22 ± 2 °C) with 12 h–12 h light–dark cycles. Mice were fed standard rodent chow with free water access. Mice were euthanized via inhalation of carbon dioxide (CO_2_) for 3 min until mice exhibited lack of respiration and had a faded eye color, followed by cervical dislocation before muscle isolation. Glycolytic and oxidative muscles were separated according to anatomical location and colour. Muscles were collected from a single leg from each animal and not pooled. Oxidative muscle consisted of the entire soleus and the red portions of the gastrocnemius. These muscle groups were combined to improve EV yields, as both have been shown to be highly oxidative and rich in mitochondria. Glycolytic muscle consisted of the whole quadriceps. These muscle groups have been shown to be representative of oxidative and glycolytic phenotypes, respectively^56,57^.

### EV isolation

Isolated muscle was gently teased apart with tweezers to increase surface area and incubated in serum-free DMEM for 24 h. The media was filtered through a 100 μm cell strainer and the EVs were isolated using an ultrafiltration-size exclusion chromatography technique (UF-SEC) as previously described^58^. Briefly, the media was centrifuged at 2000 × *g* for 10 min and pelleted cell debris was discarded. The media was then concentrated to 500 μl using Amicon Ultra-15 centrifugal 50 kDa filter tubes (Millipore Sigma, St. Louis, MO, USA). The concentrated media was run through qEVoriginal 35 nm SEC (Izon Science, Medford, MA, USA), using sterile filtered PBS as an elution buffer. According to the manufacturer’s instructions, a 3 ml void volume was collected and discarded prior to collection of the 1.5 ml EV fraction, containing EVs between 35 and 350 nm in diameter. Following collection of the EV fraction, a 6 ml protein fraction was collected before the column was flushed. The EV fraction was collected and stored at – 80 °C.

### EV visualization

Visualization of EVs was performed on a Tecnai T20 transmission electron microscope (TEM; FEI, 200 kV). Briefly, OXI- and GLY-EVs in PBS were pipetted onto carbon coated, copper electron microscopy grids and incubated for approximately 2 min. Excess liquid was blotted away, and grids washed with water to remove salts. Excess liquid was blotted away, and grids were negatively stained with 2% phosphotungstic acid for 1 min. The presence of OXI- and GLY-EVs were further confirmed through immunoblot analysis of several well-known EV markers (ALIX, CD63, and clathrin) and a negative control marker that is not expressed in EV (cytochrome C). EV samples were pooled for immunoblot characterization to increase yield and ensure bands were visible. Immunoblots were not used as quantitative measures of EV release. Six mice/group were utilized for all EV isolations, treatments and assays with the exception of EV miR sequencing (n = 4).

### EV release

EV release was measured using two methods as recommended by the International Society of Extracellular Vesicles^28^ and as previously performed^33^. First, EVs were diluted in sterile filtered PBS to a final volume of 1000 μl. Particle counting and size characterization was performed using a NanoSight LM10 Nanoparticle Tracking Analysis system (Malvern Panalytical, Westborough, MA, USA) equipped with a 405 nm laser and a sCMOS camera. Following auto-setup, camera level and detection thresholds were set to 10 and all other settings were set to the software defaulted auto settings. EVs were loaded into a syringe, pumped into the chamber, and five 30-s videos were captured for analysis. Particle size distribution and concentration per particle size were analyzed using NTA 2.3 software (Malvern Panalytical). Second, OXI- and GLY-EV release was analyzed via EV protein concentration measurement using a BCA kit (ThermoFisher Scientific, Waltham, MA, USA). For both measurements, EV release was normalized to muscle weight.

### Small RNA isolation and sequencing

Total RNA was isolated from oxidative and glycolytic muscle EVs (n = 4/group) using miRNeasy micro kits (Qiagen, Germantown MD, USA), according to the manufacturer’s instructions. Total RNA was resuspended in UltraPure water (Invitrogen, Waltham, MA, USA). Following quality control testing, EV small RNA was sequenced by the Center for Medical Genomics at Indiana University School of Medicine. Briefly, 3–8 ng of total RNA/sample were sequenced using a NextSeq 500/550 high output v2 kit (Illumina, San Diego, CA, USA). HO 75 cycle flow cells were utilized and sequencing was performed at 75,000,000 reads per cell. Following sequencing, raw RNA reads were analyzed by the Bioinformatics core at Indiana University School of Medicine. GEO accession number for sequencing dataset: GSE216121.

### Biological pathway analysis

Bioinformatics identified 297 differentially expressed (p < 0.05) miRs between OXI- and GLY-EVs. To return a manageable number of target mRNAs for biological pathway analysis, the 30 top differentially expressed miRs were uploaded to Ingenuity Pathway Analysis (IPA; Qiagen). IPA identifies miR:mRNA target interactions across multiple bioinformatics databases. A conservative approach was used for the mRNA target prediction where only highly predictive and/or experimentally observed targets were selected as determined via miRTarBase and TargetScan respectively^59,60^. This approach identified a gene target list of 3215 mRNAs. The targeted mRNA dataset was utilized by IPA to identify canonical pathways predicted to be regulated differently by OXI- and GLY-EV miR. Canonical pathways were tested using Fisher Exact Test of ratios of miR targeted genes in our dataset as compared to the total number of genes in each IPA pathway.

### Cell culture treatments

Human umbilical vein endothelial cells from a single donor were purchased (HUVECs; Cell Applications, San Diego, CA, USA) and amplified in endothelial cell growth media (EGM; Cell Applications) and seeded into 24-well cell culture plates (10,000 cells/well) for all experimental assays and into 6-well plates (50,000 cells/well) for protein and RNA analyses. EV treatments were done in Human Endothelial Cell Basal media (Cell Applications; EBM) supplemented with 2% EV-depleted FBS, unless otherwise noted. OXI- and GLY-EV treatments were done at a concentration of 10 μg/ml in equalized volumes of PBS, as this has previously been an effective minimum EV dose for altering HUVEC function^33^. Control cells were treated with equal volumes of PBS vehicle. EV treatment times were dependent upon the assay, ranging from 6 to 48 h. A subset of cells were treated with the nitric oxide synthase (NOS) antagonist L-NG-Nitro arginine methyl ester (L-NAME). When appropriate, HUVECs were treated with 200μM L-NAME (ThermoFisher Scientific) immediately prior to EV treatments.

### Cell counts and viability

Cell viability was assessed via a 3‐ (4, 5‐dimethylthiazol‐2‐yl) ‐2, 5‐diphenyltetrazolium bromide (MTT) assay. Following a 48 h EV treatment, 50 μls of a 5 mg/ml MTT solution was added to each well for 2 h. Cells were then dissolved in 100 μl of DMSO and absorbance was measured at 570 nm. Endothelial cell counts were measured following 48 h EV treatment using a hemocytometer (Hausser Scientific, Horsham, PA, USA).

### Endothelial tube formation and migration

A tube formation assay was performed in reduced growth factor Matrigel (Corning, Corning, NY, USA) coated 96-well plates. Plates and pipette tips were chilled at – 20 °C and the Matrigel was thawed in ice at 4 °C overnight. Each well was coated with 50 μl of Matrigel and incubated for 30 min at 37 °C. During incubation, HUVECs were trypsinized and counted in serum free Dulbecco’s Modified Eagle Medium (DMEM; Sigma-Aldrich). 15,000 cells were seeded per well and non-control cells were treated with OXI- or GLY-EVs. Cells were imaged at 25 × magnification on a Leica DMi6000 microscope following a 6 h incubation. Images were analyzed using the angiogenesis analyzer tool on ImageJ (National Institutes of Health, Bethesda, MD, USA). Total tube length and number of tubes per field of view were measured.

Migration was analyzed via a scratch assay. HUVECs were grown to 100% confluence on a 24-well plate. A pipette tip (1000 μl) was used to scratch down the middle of each well, detaching the cells in that area. Detached cells were removed and the media was replaced with EBM supplemented with 2% EV-depleted FBS. Non-control cells were treated with OXI- or GLY EVs. Following an 8 h incubation, all cells were fixed in 4% PFA. Cells were imaged twice at 25 × magnification, immediately following the scratch, but prior to EV treatment, and after an 8 h incubation. Each post-incubation image was compared to its pre-treatment image for analysis. The number of migrated cells were counted using the multi-point counter tool on ImageJ.

### Quantitative real-time PCR

Total RNA was extracted from EVs and from endothelial cell samples following a 48 h EV incubation using Trizol reagent (Thermo Fisher) according to the manufacturer’s instructions. RNA concentration was determined by Nano-Drop (Thermo Fisher). RNA concentration of each sample was normalized and first-strand cDNA was generated with MMLV Reverse Transcriptase and random hexamer primers (Invitrogen). Real-time PCR was performed using primers and SYBR green based chemistry on a CFX connect Real-Time PCR system (Bio-Rad, Hercules, CA, USA). Primer sequences were obtained from the Harvard Primer Bank. The 2^−ΔΔCt^ relative quantification method was used to calculate gene expression. Data were normalized to GAPDH.

### Immunoblotting

Total protein was isolated from EV and HUVECs, following a 48 h EV incubation, using radioimmunoprecipitation assay (RIPA) buffer (50 mM Tris–HCl (pH 7.4), 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 0.1% Triton X-100, and 0.5% Deoxycholate) with protease inhibitor (Thermo Fisher) and phosphatase inhibitors (50 mM NaF and 0.2 mM Na3VO4). Total protein concentration was determined via BCA assay. Protein concentrations of each sample were equalized to each other and 20–30 μg were loaded into SDS–polyacrylamide gels. Following electrophoresis, protein was transferred to polyvinylidene difluoride (PVDF) membranes. Membranes were incubated in blocking buffer, 5% non-fat milk dissolved in TBST (25 mM Tris (pH 7.2), 150 mM NaCl, and 0.1% Tween 20) for 1 h at room temperature. Membranes were incubated with primary antibodies (ALIX, cat#2171; CD63, cat#15363; Clathrin, cat#4796; Cytochrome c, cat#136F3; eNOS, cat#9572; p-eNOS, cat#9571; Akt, cat#9272; p-Akt, cat#9271; α-tubulin, cat#32-2500) (Cell Signaling Technology, ThermoFisher Scientific, and Santa Cruz Biotechnology) in 5% non-fat milk dissolved in TBST overnight at 4 °C. Membranes were washed in TBST and incubated in secondary antibody, anti-rabbit or anti-mouse immunoglobulin G-horseradish peroxidase (Cell Signaling Technology, Danvers, MA, USA) for 1 h. Images were obtained by chemiluminescence using ChemiDoc Touch Imaging System (BioRad). Densitometric analysis was performed (Image Lab software; Biorad) and protein concentration was normalized to tubulin.

### Statistical analysis

Analyses were conducted via either student’s t-test, one-way, or two-way ANOVA. Tukey’s or Fisher’s LSD post-hoc comparisons were run when appropriate. All analyses were done using GraphPad Prism (Version 9.2; GraphPad Software Inc., San Diego, CA, USA). *P* < 0.05 was considered statistically significant for all statistical sets. Data are presented as the mean ± SD (Supplementary Information).

### Supplementary Information

Supplementary Information.

## Data Availability

Sequencing data sets associated with this study are available on the NCBI GEO database (accession #GSE216121). Raw data can be made available from the corresponding author upon reasonable request.

# Supplementary material for: Angiogenic potential of skeletal muscle derived extracellular vesicles differs between oxidative and glycolytic muscle tissue in mice
**Source:** Sci Rep. 2023 Nov 2;13:18943. doi: 10.1038/s41598-023-45787-9

Extracellular vesicle EV Western blots:

SOD3: Loaded as OXI-EV; GLY-EV

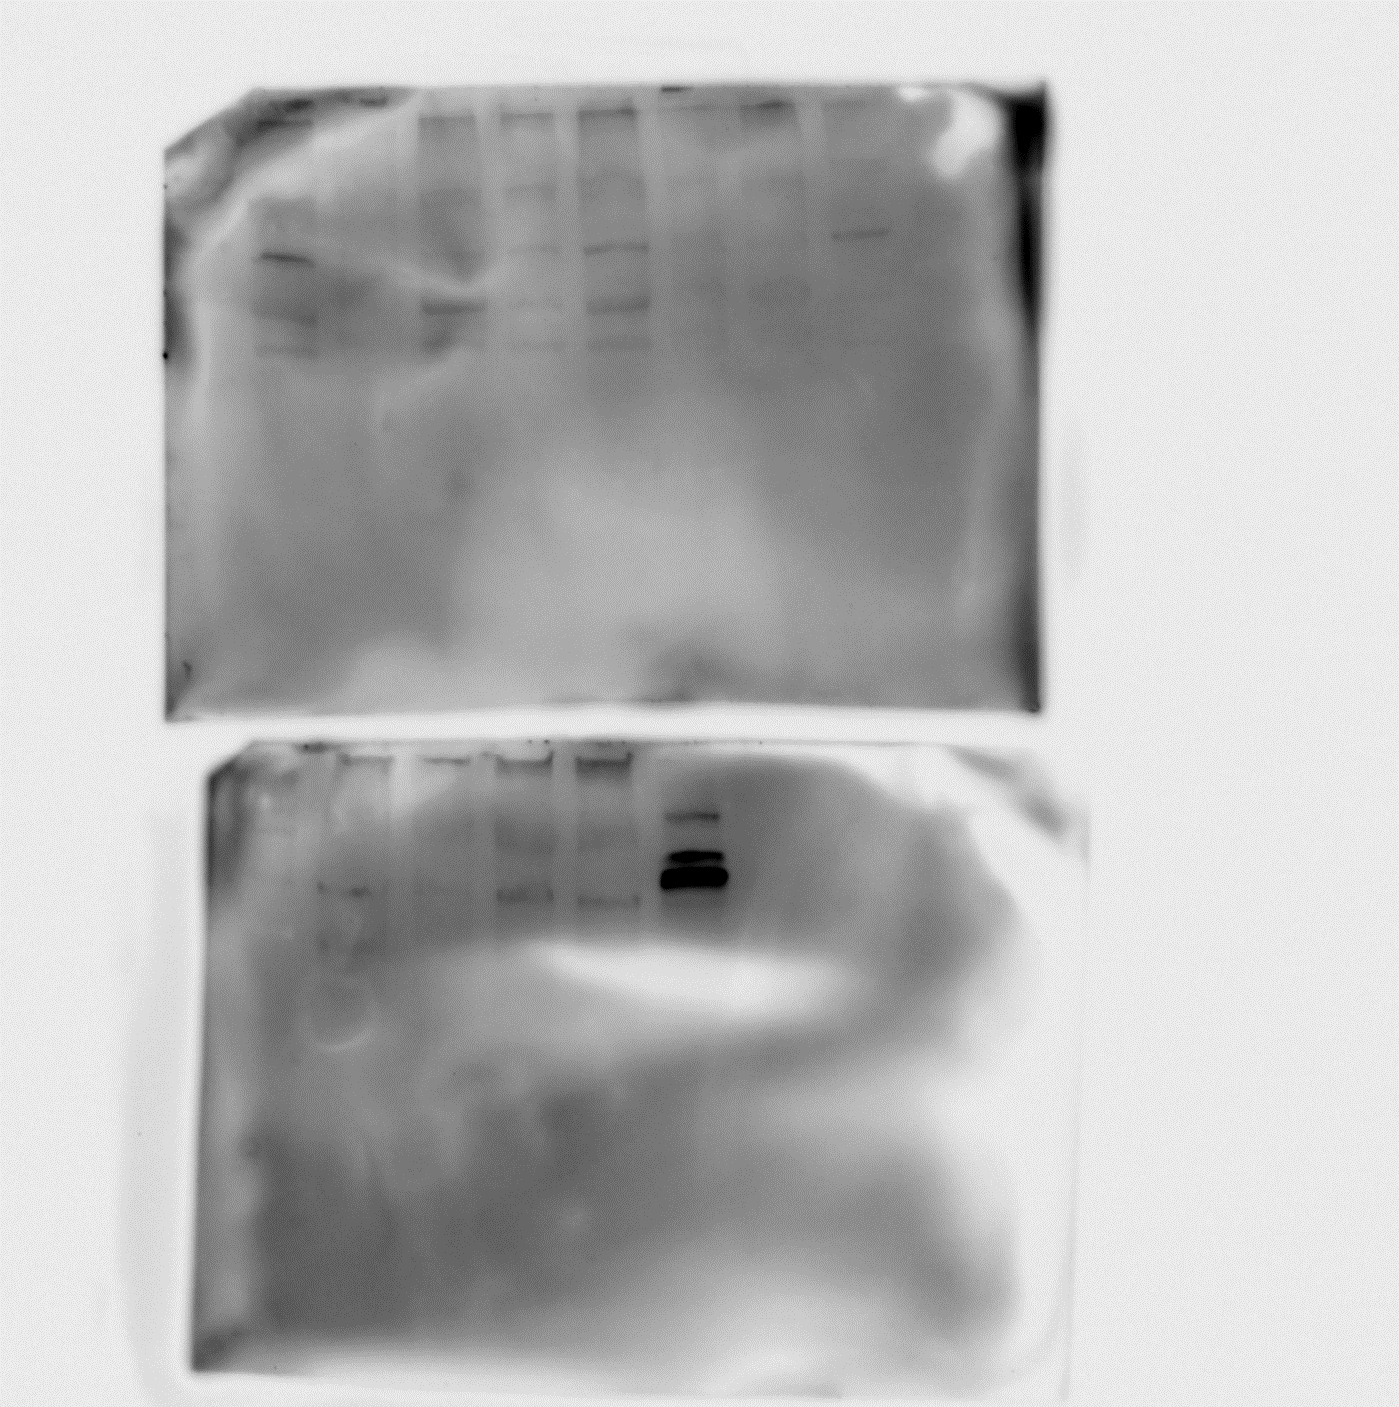

37 kDa marker; SOD3 bands at 34 kDa

37 kDa marker; SOD3 bands at 34 kDa

Gels were loaded in following order:

CON; GLY EV; OXI EV

EV VEGF: Loaded as OXI-EV; GLY-EV

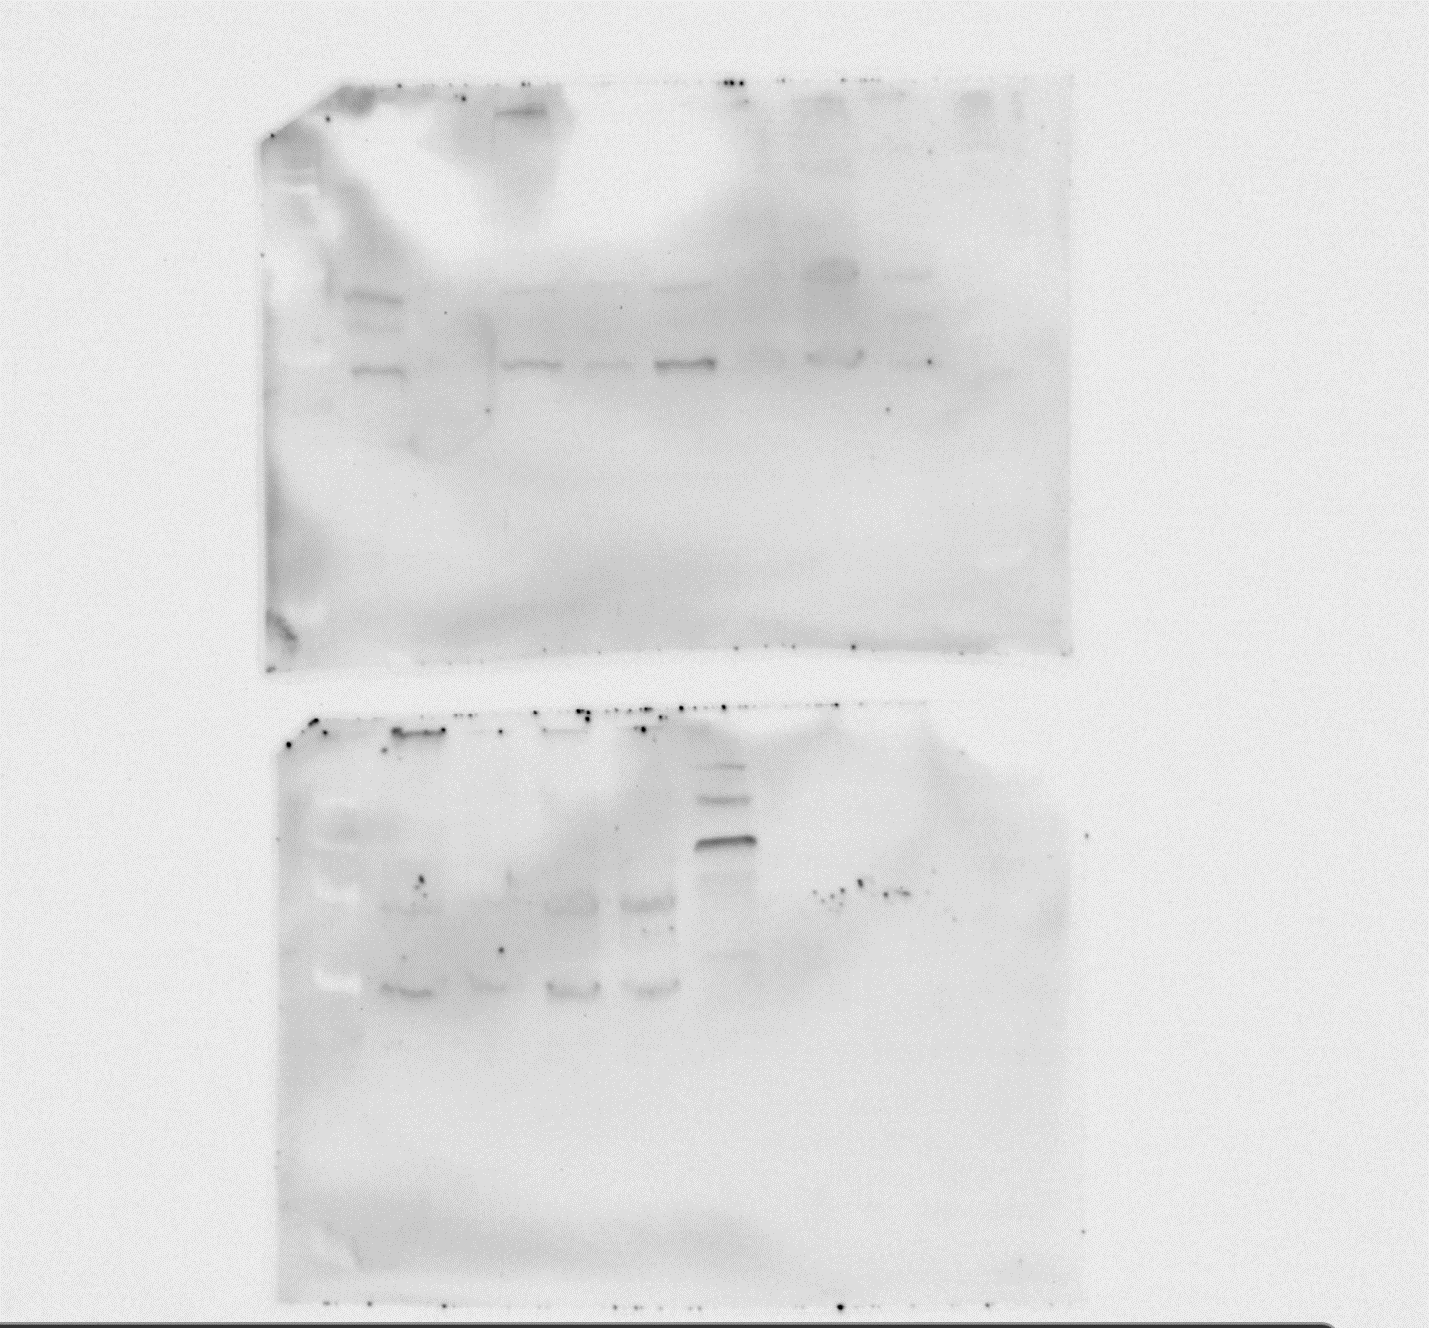

25 kDa marker; VEGFA band right below 25 kDa

25 kDa marker; VEGFA band right below 25 kDa

EV total protein blot: Loaded as OXI-EV; GLY-EV. Markers are first lane on each blot

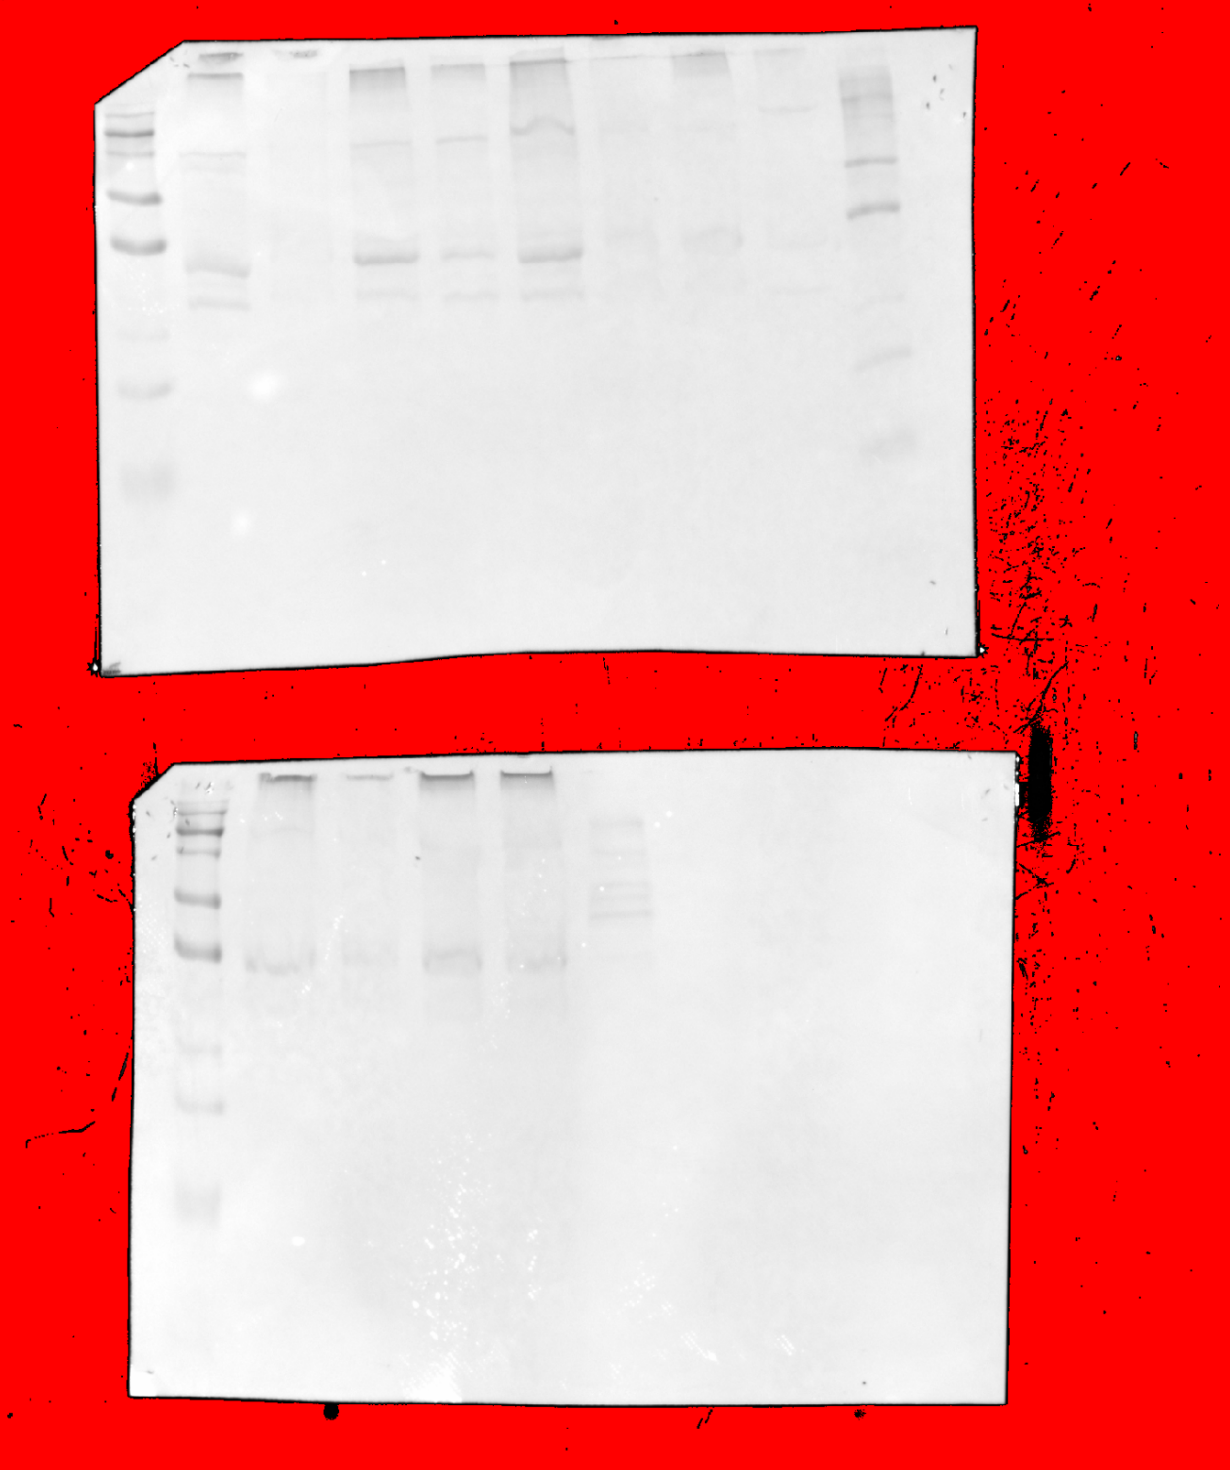

EV TSG101 (pooled samples; not meant for quantification; ran to identify presence of the protein in the EV samples):

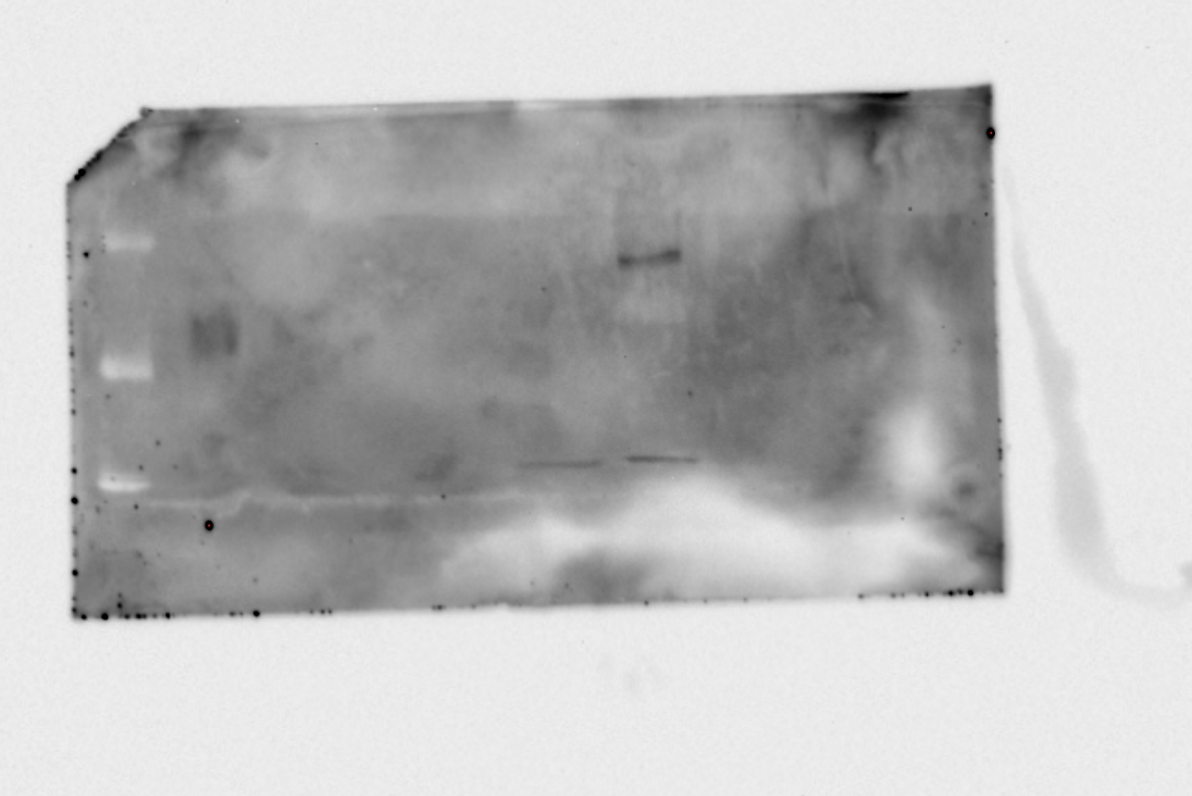

Loaded as: OXI-EV, GLY-EV

EV CD63 (pooled samples; not meant for quantification; ran to identify presence of the protein in the EV samples):

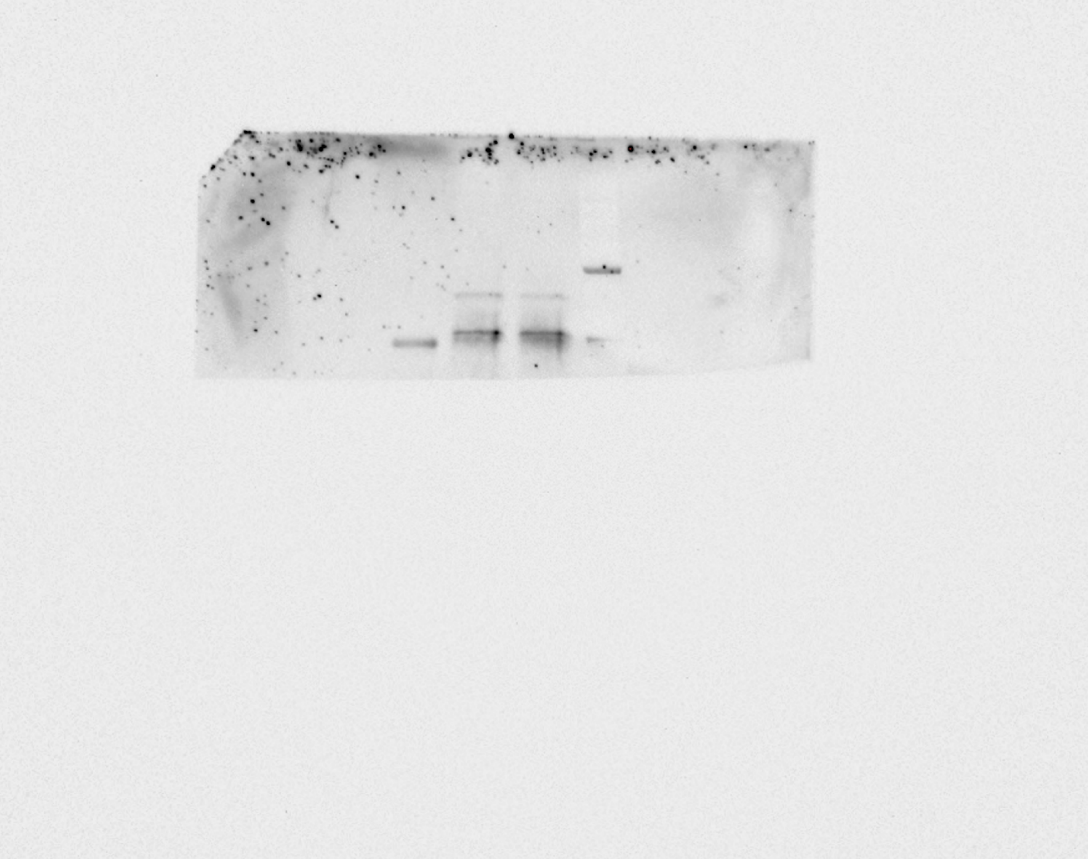

Loaded in following order:

OXI-EV, GLY-EV

EV cytochrome 63 (pooled samples; not meant for quantification;ran as a negative control for absence of the protein in the EV samples): Loaded as Control-EV, OXI-EV, GLY-EV, Myotube Control 1, Myotube Control 2

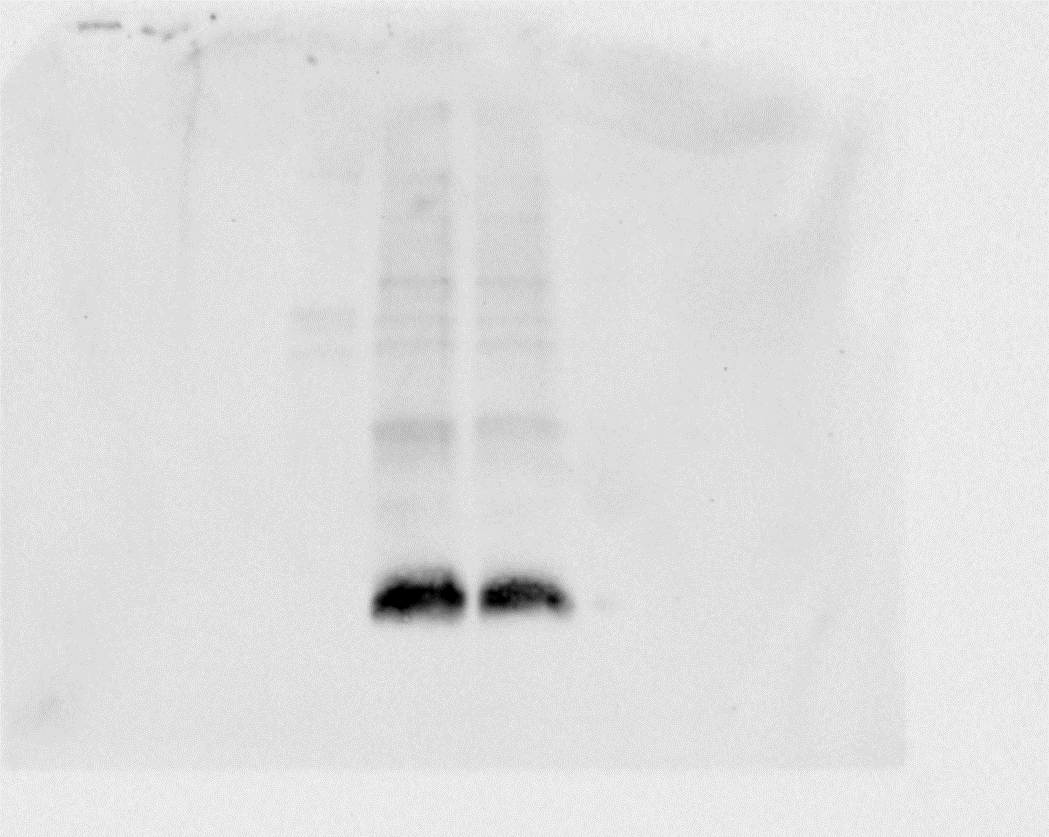

EVs

Myotube controls

NOTE TO EDITORS/REVIEWERS: The order that the western blot samples were loaded into the gel (Control, OXI-EV (or OXI-EV treated ECs), GLY-EV (or GLY-EV treated ECs) are consistent for all blots except the t- and p-Akt western blots. These were run in the order of CON, GLY EV, OXI-EV. In the manuscript the representative images of Figure 3 were rearranged so that the images are in a consistent order. This has been done to aid the reader but if the Reviewers/Editors would like the authors to alter how we displayed the representative images we are happy to comply.

p-eNOS

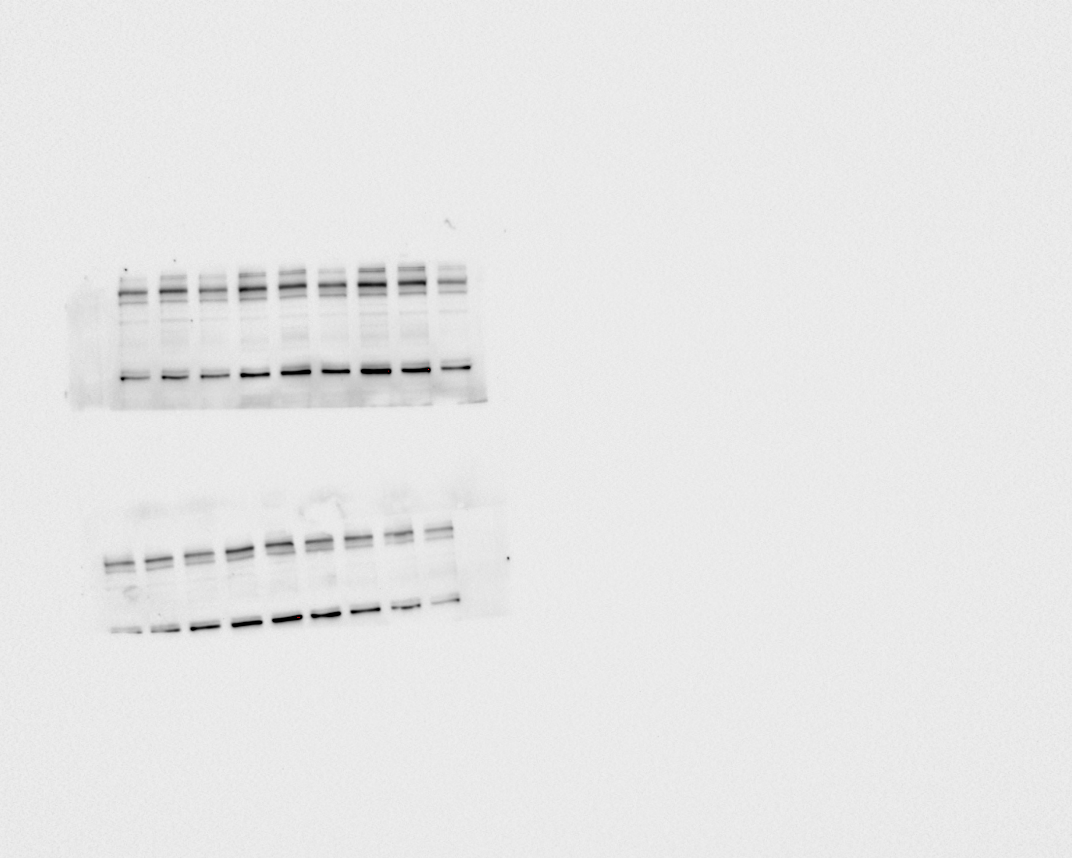

Gels were loaded in following order:

CON-OXI EV-GLY EV

140 kDa

140 kDa

t-eNOS

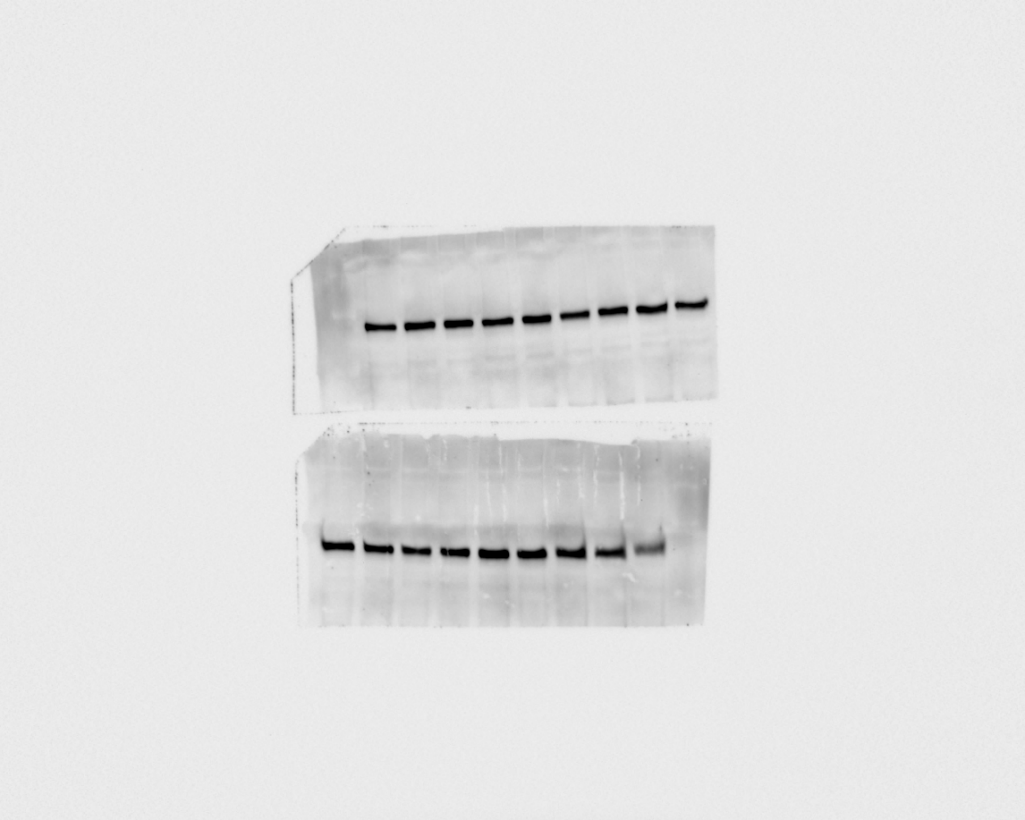

140 kDa

140 kDa

Gels were loaded in following order:

CON-OXI EV-GLY EV

Tubulin:

Gels were loaded in following order:

CON-OXI EV-GLY EV

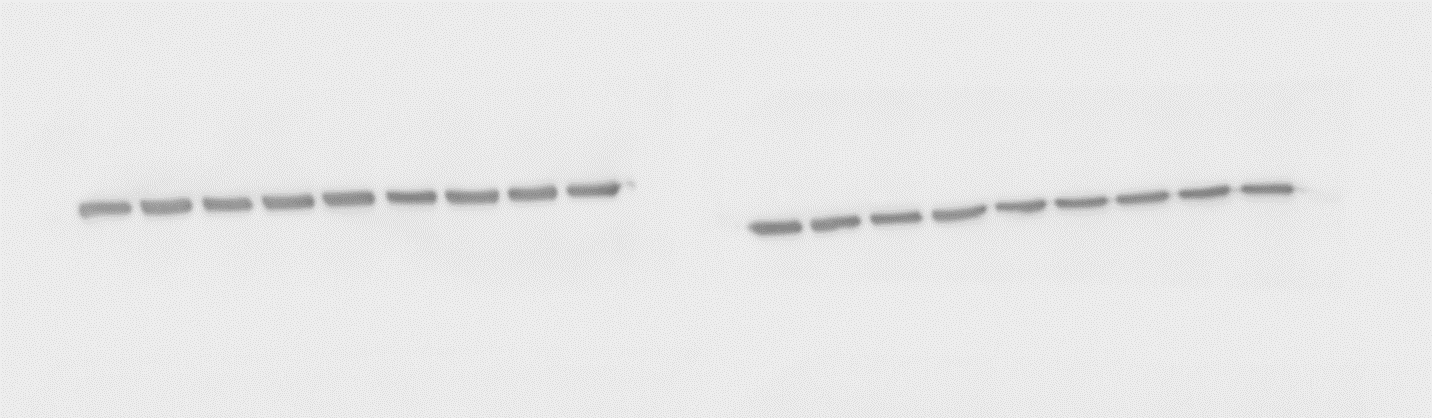

p-Akt:

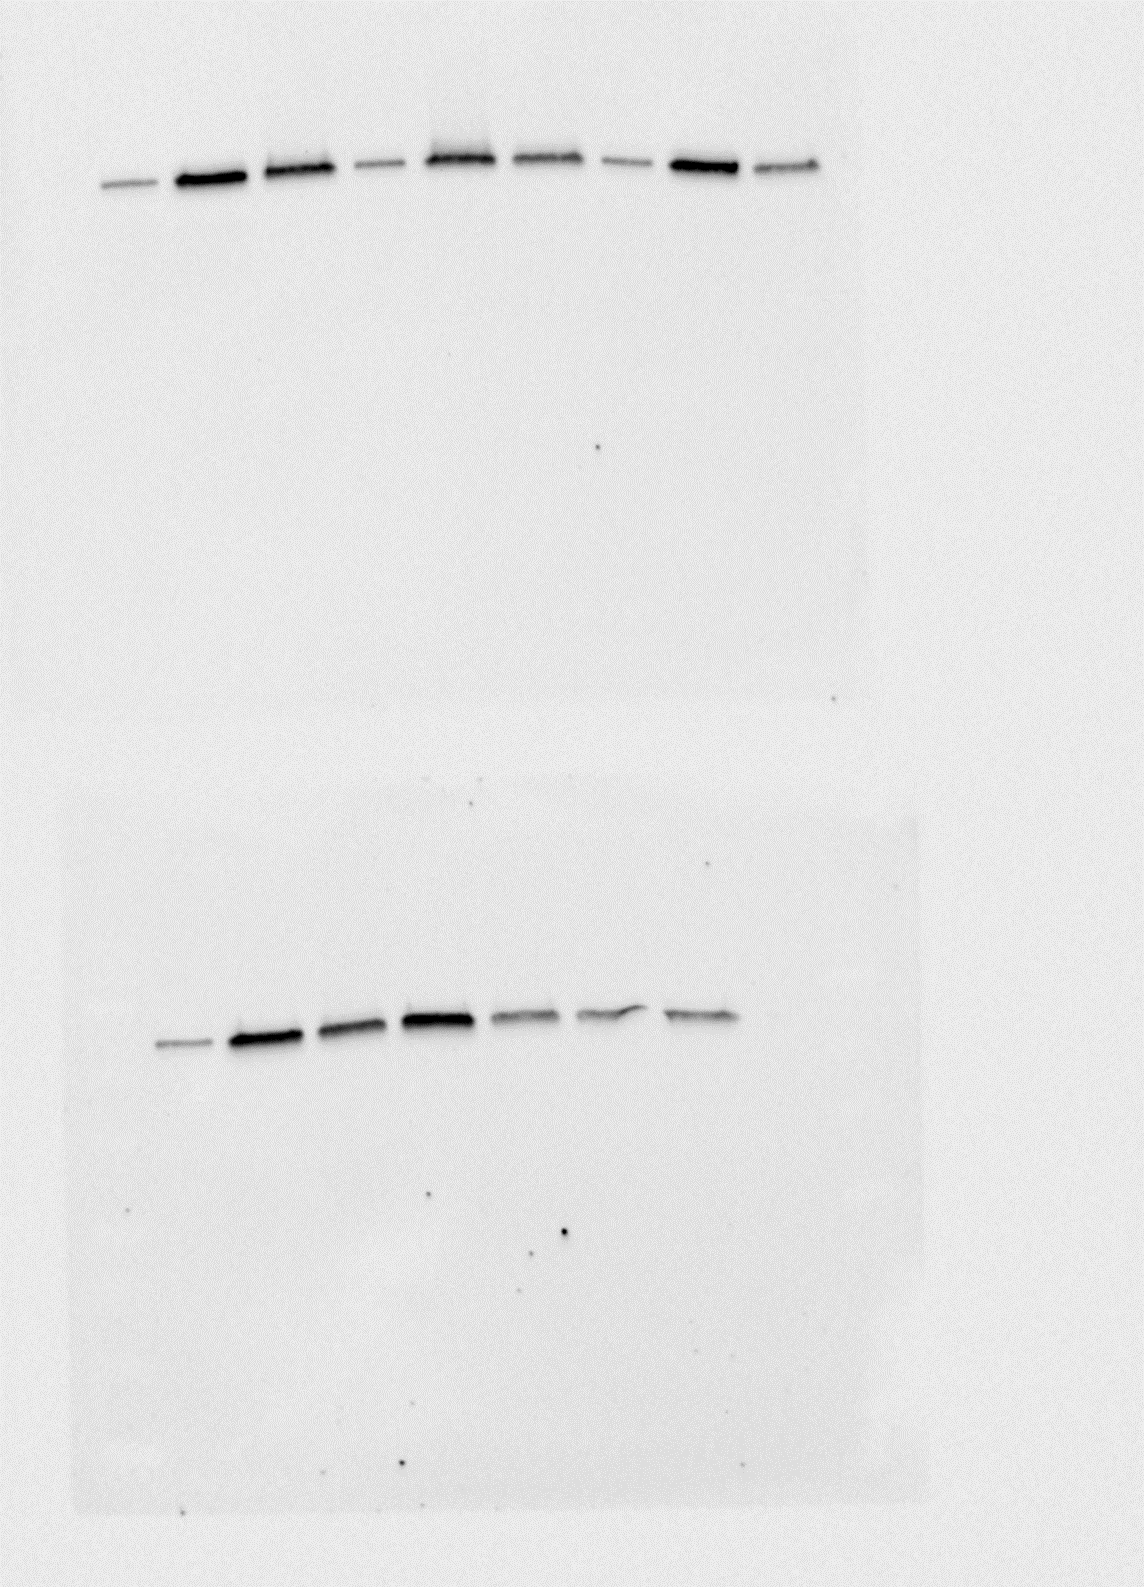

Gels were loaded in following order:

CON; GLY EV; OXI EV

t-Akt:

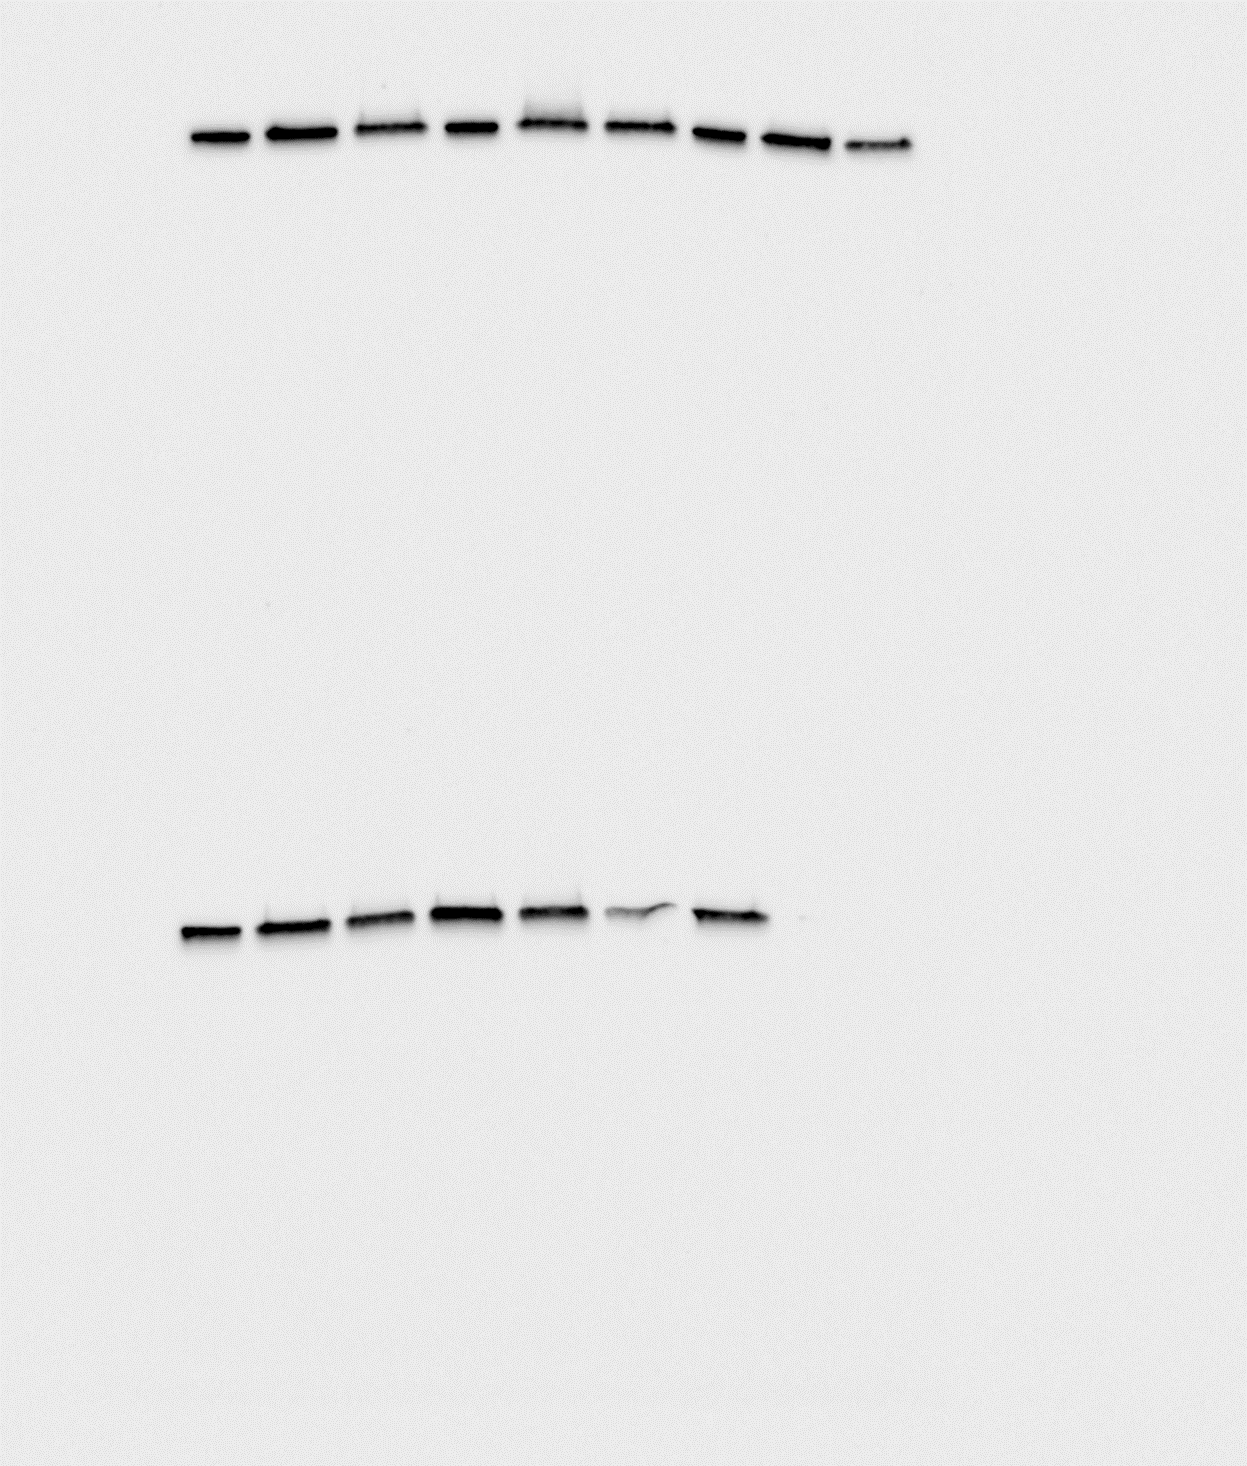

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

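Small RNA of EVs from oxidative and glycolytic mouse muscle was sequenced by the authors in 8 libraries, 4 OXI-EV and 4 GLY-EV, 1 per preparation and not pooled. The counts, as deposited by the authors, are whole numbers per miR and piRNA in each library, made with cutadapt and STAR on genome build GRCm38 from libraries of a kit whose reads carry unique molecular identifiers; versions and the counting tool are not given in the sources used here. Their sums lie below the miR reads of the authors' table of read classes, 3.14 to 4.69 reads per count in OXI-EV and 2.63 to 4.94 in GLY-EV, so that they appear to be counts of molecules. The authors' log2 fold changes, as deposited, are from their own comparison of OXI-EV with GLY-EV. The authors' p-values and FDR, as deposited, are from the same comparison, whose test and normalization the files do not state. The table of read classes gives numbers of reads, as deposited by the authors, and its classes sum to the total reads in each library.

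The miR counts were tested with edgeR 4.0.16 (quasi-likelihood test, limma 3.58.1, R 4.3.3), OXI-EV minus GLY-EV, with the mapped reads of each library as library size and no further factor, for miRs with at least 10 counts in at least 4 of the 8 libraries. This scale divides counts of molecules by numbers of reads, so a library with few reads per molecule has higher values; TMM scaling is given beside it. Benjamini-Hochberg adjustment ran over all miRs tested, with a threshold of 0.05. Standard errors for edgeR were derived as the size of the log2 fold change divided by the square root of the test statistic. Totals, shares and read classes were compared by exact two-sided permutation tests, whose smallest p is 0.0286. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and hairpins were placed with GENCODE mouse release 21.

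The lists of miRs were myomiRs, slow myosin miRs, the study's Table 1, the miR-15/16 family, miR-17-92 and paralogs, pro-angiogenic miRs, the let-7 family, the Dlk1-Dio3 cluster, Hox cluster miRs, the miR-29, miR-30 and miR-181 families, and endothelial, erythroid, leukocyte, smooth muscle, fibroblast, neural, and liver and gut miRs. Set tests were limma's camera, with a preset correlation of 0.01 and with an estimated one, and fry, on log2 CPM with a prior count of 2, for lists of at least 3 measured members. The miRs named are those in the paper's Table 1 or text, the 10 with the smallest adjusted p in each direction whose groups do not overlap, the 10 most abundant of each group, and the most abundant members of each list. The values of Table 1 had been seen when this rule was set. The rule allowed up to 4 members of each list. For the text the 2 most abundant were taken, and all 4 of the slow myosin list, choices made after the data were seen.

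Alternatives were other scales (TMM, total miR counts, DESeq2's size factors), other filters, blocks by replicate or preparation number, other tools (DESeq2 1.42.0, limma-voom, edgeR's likelihood ratio test) and leaving out each library. The tests were also run on simulated data with known changes. An entry of Table 1 without a full miR name was not matched by name. Cell, protein and imaging experiments of the paper were not analysed here.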

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

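The tests of explanations in this part were chosen after the results were seen.

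Single libraries stood apart from the other libraries of their group in 26 of 124 groups of 4 values examined, where chance gives about 6.20 (1 in 20 groups). Most were in GLY-EV replicate 4, given here in CPM against the range of the other GLY-EV libraries: let-7a-5p (1846 against 942 to 1035), let-7b-5p (5372 against 3006 to 3388), let-7c-5p (6813 against 3266 to 3445), miR-100-5p (246 against 117 to 128), miR-127-3p (256 against 78.5 to 108), miR-133a-3p (11114 against 1650 to 2415), miR-133b-3p (846 against 190.4 to 275), miR-150-5p (48.7 against 10.3 to 12.8), miR-181a-5p (193 against 71.7 to 92.0), miR-199a-3p/miR-199b-3p (1137 against 498 to 591), miR-199a-5p (80.1 against 16.0 to 26.3), miR-208b-3p (7.34 against 2.45 to 2.92), miR-25-3p (74.5 against 29.2 to 36.7), miR-26a-5p (3037 against 905 to 1184), miR-26b-5p (774 against 164 to 246), miR-27b-3p (467 against 144 to 186) and miR-92a-3p (172 against 61.1 to 76.8). The total miR count of this library was 193852 CPM, against 102837 to 116877 CPM in the others, so its miRs were higher in general on this scale, and some, such as miR-133a-3p, by more than the total. It had the fewest miR reads per count, 2.63. GLY-EV replicate 2 was highest for miR-1b-5p (8899 against 7814 to 7982).

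Among OXI-EV libraries, in CPM against the range of the other OXI-EV libraries, replicate 1 was low for miR-101c (5.98 against 12.2 to 12.8) and miR-16-5p (179 against 378 to 402) and high for miR-6941-5p (2269 against 19.1 to 21.0). Replicate 2 was high for miR-144-3p (17.6 against 0 to 2.57), miR-25-3p (172 against 10.3 to 19.1) and miR-451a (46.0 against 3.45 to 6.00), and replicate 4 for miR-9-5p (138 against 1.38 to 3.37). Replicate 4 also held the most myomiR counts, 412160 against 244098 to 269726.

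Looking for such cases across the count table, 76 miRs had at least 100 counts in 1 library and at least 5 times the level of any other, 66 of them in OXI-EV (26 in replicate 2 and 29 in replicate 4) and 10 in GLY-EV. Cells of another type in OXI-EV replicate 4 would bring their other miRs, and the other neural miRs there were at a median of 1.16 times the other OXI-EV libraries. Only 1 of these 6 had a mean count of at least 100, too few to decide, so neural cells stay open as the source of miR-9-5p. If the primary transcript had changed, the other arm or a neighbouring hairpin would have risen with the miR. It did in 10.2% of the cases with such a partner, but few partners were abundant enough to tell, and among the 12 that were, 25% rose. These 3 were all in GLY-EV replicate 4, whose miRs were higher in general. Of the 7 cases in OXI-EV with an abundant partner, 0 of the abundant partners rose (ratios 0.295 to 1.03). The ratio is to the median of all other libraries, and for a case in OXI-EV most of these are GLY-EV. Abundant miRs were higher in GLY-EV (median log2 fold change -1.12 on the mapped-read scale), so an abundant partner in OXI-EV could hardly have risen by this measure. The check thus cannot decide for these cases. For miR-30b-5p the abundant partner was at 0.739, but the median over its 3 partners was 4.42. The other OXI-EV cases lack an abundant partner. Among them, both arms of miR-7656 rose in OXI-EV replicate 4 (307 and 182 counts, partner ratios 19.9 and 16.1), as a change of transcript would bring. Partners of miR-7027-5p and miR-6981-3p rose in OXI-EV replicate 2 (ratios 5.70 and 4.57). The median partner ratio over all cases was 1.27. With partners of such low count, a change of transcript and an artifact of single libraries cannot be told apart for these other cases. No other biological explanation was tested, since the design gives none for single libraries.

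The text of the paper and of the supplement used here does not report on read classes other than miR. The share of tRNA in mapped reads was 2.84 times as high in OXI-EV as in GLY-EV, that of other RNA 1.12 times, and that of piRNA 0.865 times. The piRNA counts of the count table were 1.74 times as high in GLY-EV.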

How the results depend on the processing

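Alternatives named as added were chosen after seeing the data, the others before. The 29 miRs past the threshold became 86 with TMM scaling (1 higher and 85 lower in OXI-EV), 86 with DESeq2's size factors in edgeR (1 higher and 85 lower), 236 with the total miR count as library size (188 higher and 48 lower), 953 with that total without miR-1a-3p and miR-206-3p (911 higher and 42 lower), 57 with a mean count of at least 50 (8 higher and 49 lower), 42 with a replicate block (6 higher and 36 lower), 32 with a preparation block (3 higher and 29 lower; 26 of the 29 among them), 63 with a replicate block and TMM scaling (3 higher and 60 lower; 27 of the 29), 86 with DESeq2 on mapped reads (27 higher and 59 lower), 128 with its own size factors (15 higher and 113 lower), 40 with limma-voom (1 higher and 39 lower), and 54 with edgeR's likelihood ratio test (17 higher and 37 lower; 28 of the 29). At an unadjusted p under 0.05 there were 227, and 240 with no filter. Added alternatives gave 60 with mapped reads divided by reads per molecule (3 higher and 57 lower), 1189 with TMM factors from abundant miRs (1162 higher and 27 lower; 22 of the 29), 70 with abundant miRs alone (42 higher and 28 lower; 22 of the 29), 97 with TMM over miRs and piRNAs (4 higher and 93 lower), and 137 with the likelihood ratio test on that scale (19 higher and 118 lower), piRNAs included in these last 2 numbers. So most miRs past the threshold are higher in OXI-EV on the scales set by the total miR count or by abundant miRs. Without each library in turn, the number ranged from 10 to 29, and with TMM (added) from 61 to 83 (62, 61, 62, 73, 83, 63, 81 and 61, OXI-EV replicates first). The cause was not tested, apart from fewer libraries or miRs tested.

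Several miRs not past the threshold changed sign. let-7b-5p became 0.21 with the total miR count, 0.61 without miR-1a-3p and miR-206-3p in it, and 0.99 and 0.99 with TMM factors from abundant miRs and with abundant miRs alone (both added). In the last 3 of these, let-7c-5p became 0.18, 0.55 and 0.55, and in the last pair miR-10b-5p 0.00636 and 0.00642 and miR-342-3p 0.31 and 0.31. miR-150-5p became 0.11 with the total miR count, 0.55 without the pair in it, 0.90 with TMM factors from abundant miRs and 0.41 without GLY-EV replicate 4. miR-144-3p became -0.58 with a replicate block, -2.18 with a preparation block, -0.72 with a replicate block and TMM, -1.49 without OXI-EV replicate 2 and -0.97 with limma-voom. miR-451a became -0.97 with a preparation block, -0.27 with a replicate block and TMM and -0.94 without OXI-EV replicate 2, and miR-9-5p -0.59 without OXI-EV replicate 4. For TMM, DESeq2's size factors in edgeR, the replicate block, the preparation block, replicate block and TMM, limma-voom, no OXI-EV replicate 2, and TMM over miRs and piRNAs by edgeR's 2 tests, miR-25-3p became -0.34, -0.30, -0.73, -1.53, -1.06, -0.59, -1.53, -0.33 and -0.33, and miR-194-5p -0.21, -0.17, -0.21, -0.97, -0.56, -0.12, -0.26, -0.22 and -0.22; the latter was also -0.17 with DESeq2's own size factors and -0.06 without OXI-EV replicate 4. Without each library in turn, the log2 fold change ranged from -1.49 to 1.93 for miR-144-3p, -0.26 to 0.71 for miR-194-5p, -1.53 to 0.68 for miR-25-3p, -0.59 to 3.70 for miR-9-5p, -1.06 to 0.41 for miR-150-5p and -0.94 to 1.36 for miR-451a. A change of scale shifts the log2 fold change of every miR by about the same amount. The mean log2 library size (OXI-EV minus GLY-EV) was -0.46 for mapped reads, -0.92 for the total miR count and -1.68 for TMM on abundant miRs. Where 1 library was left out, miR-144-3p, miR-25-3p and miR-451a stood high in OXI-EV replicate 2, miR-9-5p in OXI-EV replicate 4 and miR-150-5p in GLY-EV replicate 4. The cause of the other changes was not tested.

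None of the 29 miRs past the threshold changed sign under the 34 alternatives fitted. Of those named, 12, 16 and 17 lost the threshold without OXI-EV replicate 1, 2 or 3, and 9 and 12 without GLY-EV replicate 1 or 2. The 14 lists past camera's threshold became 6 with a mean count of at least 50 and 1 with abundant miRs alone (added), and 0 of 18 with camera's estimated correlation (lowest adjusted p = 0.157, limma's camera). Depth and the spread between libraries may limit what can be found, but neither was varied. On simulated data of this size, the test found 4% of miRs changed 2-fold, 24% changed 4-fold and 88% changed 8-fold. The changed miRs were drawn at random, and 1440 of the 1569 tested have a mean count under 100. These rates are thus mostly those of miRs of low count, and were not computed for abundant miRs apart.

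The ratio of total miR counts (GLY-EV over OXI-EV) was 1.40 scaled to mapped reads and 0.913 for miRs with a mean count under 100 (added). Paired by replicate number it was 1.89 (p = 0.125, exact paired test). GLY-EV was higher in every pair, and this p is the smallest that 4 pairs allow. The ratio was 1.72 to 2.14 without each library, with an exact p of 0.0571 without any OXI-EV library or GLY-EV replicate 4. The myomiR ratio was 9.29 without miR-1a-3p and miR-206-3p, and 6.07 to 10.9 when each library was also left out (added), lowest without GLY-EV replicate 4. In place of total reads, the ratio was 1.39 for mapped reads, 0.981 for reads without adapter, 0.923 for short reads, 0.967 for reads with a defective identifier, 1.92 for miR, 1.60 for piRNA, 0.493 for tRNA, 0.860 for uncharacterized mapped and 0.768 for unmapped reads, and 0.993 to 1.07 without each library.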

Differences from the paper's values

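Table 1 of the paper gives log2 fold changes, and 13 of them differ from those computed here by more than the standard error of the latter. For miRs lower in OXI-EV, as GLY-EV minus OXI-EV with the paper's value first, these were miR-196a-5p 3.174 and 2.70, miR-486b-5p 2.970 and 2.52, miR-486a-5p 3.137 and 2.61, miR-199a-3p/miR-199b-3p 2.544 and 2.10, miR-16-5p 2.712 and 2.17, let-7f-5p 2.424 and 2.00, miR-101b-3p 2.721 and 2.21, miR-101a-3p 2.618 and 2.13, miR-143-3p 2.425 and 1.96, miR-1a-3p 2.115 and 1.69, miR-29a-3p 2.256 and 1.75 and miR-125a-5p 2.447 and 1.68. For miR-206-3p, as OXI-EV minus GLY-EV, the paper's value was 2.090 and that computed here 2.58. The direction was the same for each. Among the alternatives set before the data were examined, all but miR-125a-5p were within the standard error with TMM scaling, with DESeq2's size factors in edgeR, with DESeq2's own size factors, and with a replicate block and TMM scaling. With edgeR's likelihood ratio test on mapped reads, those within it were miR-196a-5p, miR-486b-5p, miR-199a-3p/miR-199b-3p, let-7f-5p, miR-101b-3p, miR-101a-3p, miR-143-3p and miR-29a-3p. The median difference from the paper over the 29 matched values was -0.448 with this test, as in the main fit. Larger standard errors, not nearer values, thus brought these within it. With a preparation block they were miR-196a-5p, miR-199a-3p/miR-199b-3p, miR-101b-3p and miR-101a-3p. They were miR-196a-5p, miR-199a-3p/miR-199b-3p, miR-101b-3p, miR-101a-3p and miR-29a-3p without OXI-EV replicate 2, miR-196a-5p, miR-199a-3p/miR-199b-3p, miR-101b-3p and miR-101a-3p without OXI-EV replicate 3, miR-486a-5p, miR-199a-3p/miR-199b-3p, let-7f-5p, miR-101b-3p, miR-101a-3p, miR-143-3p and miR-29a-3p without OXI-EV replicate 4, miR-196a-5p, miR-486b-5p, miR-486a-5p, miR-199a-3p/miR-199b-3p, miR-101b-3p, miR-101a-3p and miR-29a-3p without GLY-EV replicate 1, miR-196a-5p, miR-199a-3p/miR-199b-3p, miR-101b-3p, miR-101a-3p, miR-143-3p and miR-29a-3p without GLY-EV replicate 2, and miR-486b-5p, miR-199a-3p/miR-199b-3p, let-7f-5p, miR-101b-3p, miR-101a-3p, miR-143-3p and miR-29a-3p without GLY-EV replicate 3. None was within it without OXI-EV replicate 1 or GLY-EV replicate 4, with either total of miR counts as library size, with no filter or a mean count of at least 50, with a replicate block alone, with DESeq2 on mapped reads or with limma-voom.

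For miR-125a-5p the paper's average raw counts were 28 in OXI-EV and 154 in GLY-EV, and those computed here 828 and 3545; they do not depend on the alternatives. Its log2 fold change differed under every alternative set before the data were examined. The paper's values for this miR equal, after rounding, those of miR-181a-1-3p in the count table, a miR named after its values were seen (28.2 and 154), while the counts computed here for miR-125a-5p equal, after rounding, those the paper prints for its last entry, which has no full miR name. The printed log2 fold changes follow the same exchange. The deposited value was -2.447 for miR-181a-1-3p and -2.106 for miR-125a-5p, and with TMM scaling that of miR-125a-5p was -2.104.

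On the mapped-read scale, miR-196b-5p, miR-29a-3p, miR-101c, miR-411-5p, miR-434-3p and miR-27b-3p of Table 1 were not past the adjusted threshold, and they were past it with TMM scaling. The paper's count of miRs that differ is at an unadjusted threshold. The deposited p-values under 0.05 number 297, of which 275 are miRs and 22 piRNAs; here 227 miRs had an unadjusted p under 0.05 on the mapped-read scale and 244 with TMM scaling. A setting chosen after seeing the values, edgeR's likelihood ratio test with TMM scaling over miRs and piRNAs, gave the deposited log2 fold changes and p-values to within 1e-06, and so the paper's count, with all 29 matched miRs of Table 1 past the adjusted threshold. The paper says that GLY-EV held nearly double the myomiR reads. The ratio computed here, 1.72 (exact permutation test, p = 0.0571), is of counts, which appear to be of molecules, so the units may differ, and it was 1.28 scaled to mapped reads (p = 0.314, exact permutation test); for all miRs the ratio was 1.89 in counts and 1.92 in reads, and the read table does not give myomiRs apart.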

Other observations

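The tests of explanations and of other splits in this part were all written after the results were seen; the set tests were planned.

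Of 35 ways to split the 8 libraries into groups of 4, only the real split gave as many miRs that differ, with 29 against at most 0 in any other. With TMM scaling, too, only the real split did, with 86 against at most 0. A result of 1 in 35 is the lowest that this check can give. Every other split also mixes OXI-EV with GLY-EV libraries, which adds to the spread within its groups, so the check cannot exclude chance. Chance is not excluded for the number of lists past camera's threshold with a preset correlation: 4 of 35 splits gave as many, with 14 lists in the real split and up to 16 in another. With an estimated correlation no list was past it (lowest adjusted p = 0.157 on the mapped-read scale and 0.0727 with TMM scaling, limma's camera). On simulated data, whose miRs were drawn independently, the estimated correlation found 34% of lists changed 2-fold and 100% of those changed 4-fold. The real lists had estimated correlations of 0.410 to 0.876 on the mapped-read scale, so these rates cannot be carried over to them. Even the Table 1 list, at a mean log2 fold change of -2.085, was not past the threshold (adjusted p = 0.157, limma's camera). A moderate or a large change could thus be missed. The set tests do not show that any list differed from the other miRs. fry, which does not compare a list with other miRs, passed 1 list on the mapped-read scale and 14 with TMM scaling.

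In raw counts, miRs with a mean count under 100 were at a similar level in both groups (ratio of their sums, GLY-EV over OXI-EV, 0.913; exact permutation test, p = 0.629), while abundant miRs were lower in OXI-EV. The median log2 fold change of the former was 0.52 on the mapped-read scale and 0.14 with TMM scaling, and that of the latter -1.12 and -1.62, so the low-count miRs were at one level in raw counts and nearly so with TMM, and higher in OXI-EV when scaled to mapped reads. Total reads differed by a ratio of 1.04, too little for sequencing depth to account for the contrast with abundant miRs. The TMM scale computed from the miRs with a mean count under 100 lay 0.0514 (log2) from that of all miRs, but these are 1440 of the 1569 miRs tested, so this could hardly have come out otherwise and decides nothing; that of the more abundant miRs lay 1.67 away. Their level may be a background unrelated to muscle: miRs of nerve, liver and gut had a median mean count 1.45 times that of all miRs of low count. True low expression in both muscles stays open and was not tested.

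miR-206-3p was higher and miR-133b-3p lower in OXI-EV although their hairpins share a long noncoding RNA. Reads of miR-1a-3p counted as miR-206-3p would keep the ratio of the pair alike in both groups, but the log2 ratio of miR-206-3p to miR-1a-3p differed by -4.20 (GLY-EV minus OXI-EV), which argues against them as the cause. Reads of miR-133a-3p counted as miR-133b-3p may explain the fall of the latter, since the log2 ratio of miR-133b-3p to miR-133a-3p differed between groups by -0.17 only (GLY-EV minus OXI-EV). A difference between the muscles in how the pair is processed or sorted into EVs stays open and was not tested.

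Of the piRNAs, 2 were higher and 6 lower in OXI-EV past the adjusted threshold with TMM scaling over miRs and piRNAs by the quasi-likelihood test, and 2 higher and 15 lower by edgeR's likelihood ratio test on that scale (both settings chosen after seeing the data).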
